# Regeneration associated transcriptional signature of retinal microglia and macrophages

**DOI:** 10.1038/s41598-019-41298-8

**Published:** 2019-03-18

**Authors:** Diana M. Mitchell, Chi Sun, Samuel S. Hunter, Daniel D. New, Deborah L. Stenkamp

## Abstract

Zebrafish have the remarkable capacity to regenerate retinal neurons following a variety of damage paradigms. Following initial tissue insult and a period of cell death, a proliferative phase ensues that generates neuronal progenitors, which ultimately regenerate damaged neurons. Recent work has revealed that Müller glia are the source of regenerated neurons in zebrafish. However, the roles of another important class of glia present in the retina, microglia, during this regenerative phase remain elusive. Here, we examine retinal tissue and perform QuantSeq. 3′mRNA sequencing/transcriptome analysis to reveal localization and putative functions, respectively, of *mpeg1* expressing cells (microglia/macrophages) during Müller glia-mediated regeneration, corresponding to a time of progenitor proliferation and production of new neurons. Our results indicate that in this regenerative state, *mpeg1*-expressing cells are located in regions containing regenerative Müller glia and are likely engaged in active vesicle trafficking. Further, *mpeg1*+ cells congregate at and around the optic nerve head. Our transcriptome analysis reveals several novel genes not previously described in microglia. This dataset represents the first report, to our knowledge, to use RNA sequencing to probe the microglial transcriptome in such context, and therefore provides a resource towards understanding microglia/macrophage function during successful retinal (and central nervous tissue) regeneration.

## Introduction

Microglia are resident immune cells of the macrophage lineage present in the vertebrate central nervous system (CNS). Recent work has identified crucial microglia-mediated functions in CNS development and maintenance^1–8^, substantially increasing our understanding of essential, intricate, and regulated interactions of microglia with neurons and with other glia in healthy CNS tissue. In contrast, in some contexts, microglia appear to contribute to pathology in neurodegenerative disease^9,10^. There is currently a lack of information regarding the function of microglia and microglia-derived factors, and that of any other immune cells present, in contexts of successful CNS (including retinal) regeneration, which occurs in non-mammalian vertebrates such as zebrafish. Further, limited markers currently exist to identify microglia and macrophages in zebrafish CNS tissue, although many reports support the zebrafish as a model for microglial biology^11–15^. Collectively, this limits our understanding of regenerative mechanisms, requirements for successful CNS regeneration, and regulation of an environment conducive to regeneration.

Our current understanding of retinal regenerative mechanisms is based largely upon the zebrafish model, and arises from the study of important roles of Müller glia (MG), rather than microglia. Following a variety of distinct damage paradigms resulting in death of retinal neurons in zebrafish, MG act as the source of new neurons in regenerated retinal tissues^16–21^. Gene expression and proteomic studies of retinal tissue during retinal regeneration in zebrafish have improved our understanding of this regenerative process^22–24^, but these studies did not differentiate between cell types contributing to transcript/protein abundance. Gene profiling studies of MG-derived progenitors have more specifically revealed transcriptional changes within this cell type in response to damage^25^, and have identified intrinsic factors required for regeneration shared by other regenerating tissues^26^. MG are also present in the mammalian retina; however, rather than regenerating neurons following injury or damage, a state of gliosis ensues^27–29^. Gliotic tissue is associated with hallmarks of inflammation, reactive microglia, and may result in glial scarring^27,28,30^. Interestingly, zebrafish mount a substantial microglia/macrophage response to a widespread retinal tissue lesion with inflammatory characteristics that is subsequently followed by successful neuronal regeneration^31^ and zebrafish reportedly display transient characteristics of gliosis^32,33^. Further, immune cell-MG crosstalk may shape MG reaction to retinal injury^34–36^, and possibly have effects on MG-mediated retinal regeneration^37^. Interestingly, a relatively recent study performed RNA sequencing of zebrafish MG-associated transcripts at early timepoints following light damage and found enrichment of genes categorized within cytokine signaling and immunity^25^. Recent reports have demonstrated FACS-based isolation of microglia and macrophage populations from other cell types in dissociated zebrafish CNS tissue for downstream RNA sequencing^12,38–40^. This has facilitated our understanding of the characteristics of zebrafish CNS microglia. However, such an analysis of microglia isolated from tissue engaged in a regenerative response in the CNS is necessary to better inform our understanding of microglia/macrophage contribution to CNS health and disease.

In zebrafish, a characteristic sequence of events follows retinal tissue injury. Upon death of retinal neurons, phagocytic cells (including microglia/macrophages and Müller glia) engulf debris arising from tissue insult^31,41,42^. A proliferative phase next ensues in which Müller glia re-enter the cell cycle and generate proliferative neuronal progenitors^16,18,19,21,31,43–45^. These progenitors then exit the cell cycle and differentiate to neurons resulting in regeneration of lost neuronal cell types^18,19,43,46,47^, and recovery of retinal tissue function^21,43,48^.

We previously reported that microglia and extra-retinally derived macrophages initially mount a robust response to widespread neuronal death induced by the neurotoxin ouabain^31^. This initial response is followed by a transition to MG proliferation^18,31^. Here, we investigate microglia/macrophage presence and characteristics during the subsequent phase involving MG-derived retinal regeneration. It is at this stage that zebrafish display a regenerative outcome, whereas mammals instead enter a phase corresponding to a gliotic response. Since microglia, and often other immune cells, participate in this gliotic response in mammals, we sought to reveal microglia/macrophage characteristics during active MG-mediated retinal regeneration in zebrafish. To this end, we examined localization of immune cells in regenerative retinal tissue and sequenced their mRNA transcriptome in this context. We find that immune cells present in regenerating tissue identify as microglia/macrophages based on expression of *mpeg1*-driven GFP^13,49^ and that microglia/macrophages in regenerating tissue show altered spatial distribution with congregations of microglia/macrophages localized to the optic nerve head and surrounding regions. To reveal the gene expression program of microglia/macrophages in such a context, we performed QuantSeq. 3′mRNA transcriptome analysis of *mpeg1*:GFP+ cells isolated from regenerating retinas and identified several novel genes not previously described in microglia, as well as a list of transcripts associated with *mpeg1*-expressing cells during retinal regeneration. We generated a list of candidate “regeneration-associated” transcripts, which showed enrichment of Gene Ontology categories suggesting increased vesicle trafficking within *mpeg1* expressing cells during retinal regeneration. This transcriptome data set provides a wealth of interesting and novel genes to be considered for follow-up studies towards identifying microglia/macrophage function during zebrafish retinal regeneration.

## Results

### Features of immune cells and Müller glia in regenerating retinal tissue

Recent studies have begun to reveal characteristics of microglia, including observations of their identity and features in retinal tissues, during MG reactivity and resulting retinal regeneration in zebrafish following neuronal damage^31,37^. To build on this foundation, we visualized localization and characteristics of immune cells (including microglia) in retinal tissue undergoing active regeneration following a tissue-disrupting lesion. We analyzed cryosections at seven days following intravitreal injection of a final concentration 2 μM of ouabain (7 dpi). This lesioning strategy has been shown to destroy inner retinal neurons, but to spare photoreceptors and MG^18,21,31,48^. The 7 dpi timepoint follows the initial response to tissue injury (which peaks approximately 1–2 dpi^18,31^) as well as the shift to the proliferative phase in which MG have re-entered the cell cycle (approximately 3 dpi). By 5 dpi, neuronal progenitors are detected^18^ and by 7 dpi, MG-derived progenitors begin to enter the regenerative phase^18,19^ as evidenced by detection of ganglion cell markers^18,21^, as well as markers of ganglion cell axon outgrowth^18^.

To visualize microglial, and any other immune cell, features in this regenerative state, we used an antibody to L-plastin, which marks all immune cells including microglia^31,50,51^, and an antibody to glutamine synthetase (GS) to label MG. We observed that L-plastin+ cells were present within regenerating retinal tissue containing reactive GS-labeled MG within regions of the inner retina corresponding to the location of the initial retinal lesion (Fig. 1B,B’,B”). At 7 dpi, L-plastin+ cells appeared predominantly localized to this damage-specific region within the inner retina (Fig. 1B). Müller glia displayed hypertrophy (Fig. 1B,B’,B”, compared to Fig. 1A,A’), consistent with previous observations following a variety of damage paradigms^18,21,32^.

**Figure 1:**
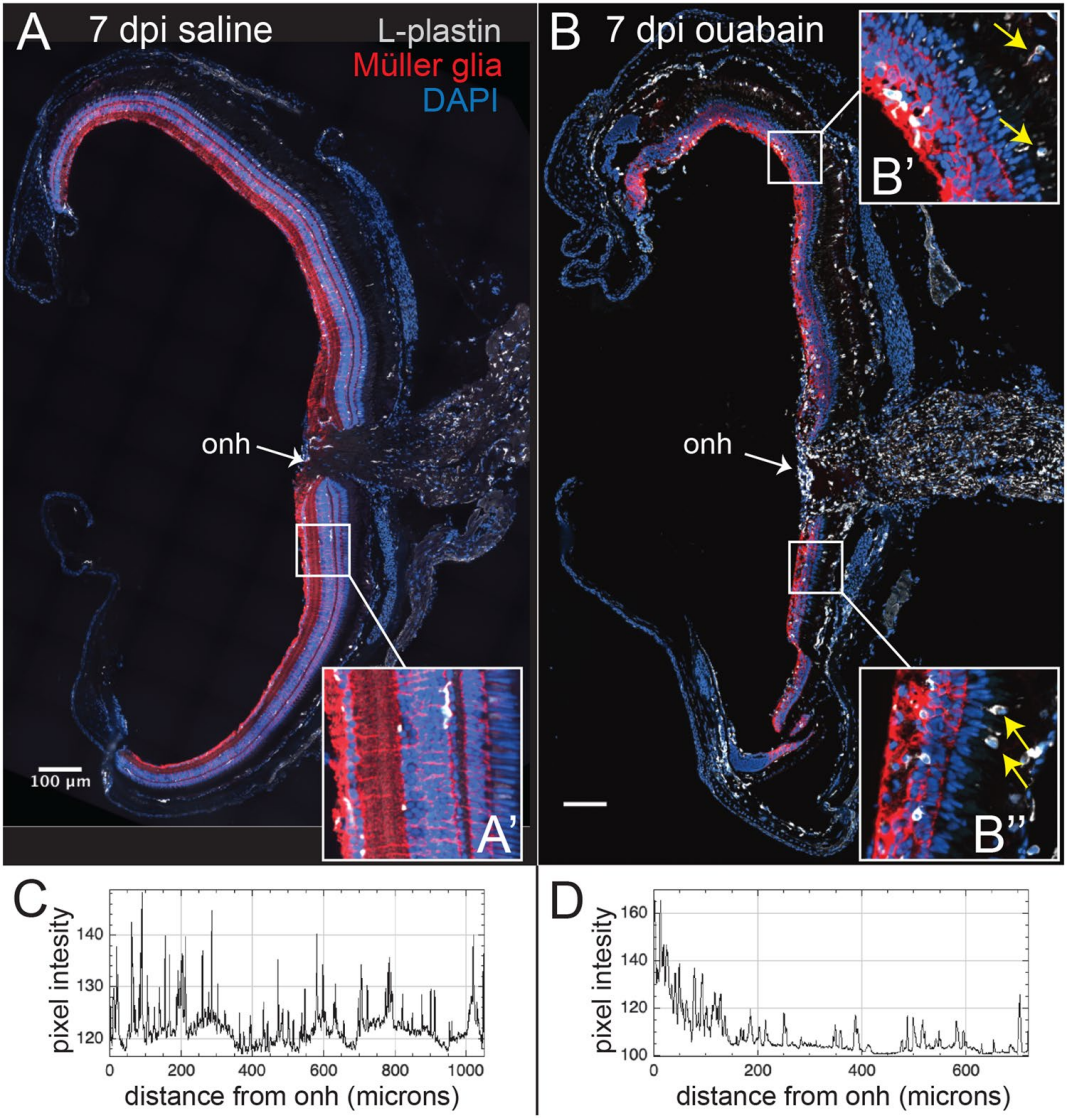
Immune cell features and distribution in regenerating retinal tissue. Images show retinal cryosections at 7 days post injection (7 dpi) of saline (**A**) or 2 μM final concentration of ouabain (**B**) stained for L-plastin (gray; microglia/macrophages), Glutamine Synthetase (GS, red; Müller glia), and DAPI (blue; nuclei). A and B show stitched images of entire cryosections, insets (A’, B’, and B”) show indicated enlarged regions. Müller glia in retinas 7 dpi ouabain display hypertrophy throughout the regenerating inner retina and appear disorganized (B’,B”) compared to control (A’). (**C**,**D**). Plots show pixel intensity of L-plastin+ signal as a distance from the optic nerve head (onh). L-plastin+ cells in saline injected retinas show even distribution and are ramified (A, A’,C), while L-plastin+ cells in regenerating retinas (B-B”) appear irregularly dispersed (**D**) and display ameboid morphology. B’ and B” reveal that the L-plastin+ cells in the inner retina conform to the network of Müller glial cells labeled by GS expression. In addition, L-plastin+ cells are densely localized in regions corresponding to the optic nerve head (onh) at 7 dpi ouabain, and several immune cells appear in regions apical to the retina with directional orientation that could suggest migration into retinal tissue from the RPE or outside of the retina (yellow arrows, B’ and B”). Scale bars in (**A**,**B**) = 100 μm.

L-plastin+ cells in regenerating retinas were irregularly distributed throughout the retinal tissue (Fig. 1B,D), rather than showing a more evenly spaced distribution as in control retinas (Fig. 1A,C), and in contrast to that seen in acutely damaged ouabain injected retinas^31^. L-plastin+ cells within the regenerating retina appeared to predominantly localize to the basal portions of the regenerating inner retina, while only rarely seen to be localized to apical regions corresponding to Müller glia-derived neuronal progenitor proliferation^19,52^ (Figs 1–3). The L-plastin+ cells were not ramified and instead were irregular in shape (Figs 1B,B’,B” and 2D–F).

**Figure 2:**
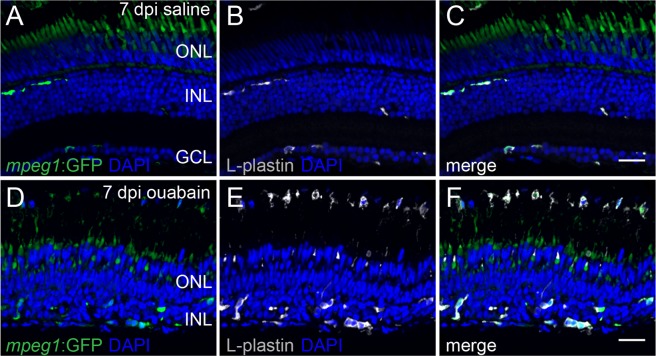
L-plastin+ cells in regenerating retinal tissue co-label with *mpeg1*-driven GFP. Images of a retinal cryosection at 7 dpi saline (**A**–**C**) or ouabain (**D**–**F**) injection obtained from *mpeg1*:GFP transgenic fish and visualized for *mpeg1*:GFP (green, **A**,**D**), L-plastin immunolabeling (gray, **B**,**E**), and DAPI staining (blue; nuclei, **A**–**F**). (**C**,**F**) Three color merge. L-plastin+ cells co-label with the *mpeg1*:GFP transgene. Autofluorescence from photoreceptors is visible in the outer nuclear layer (ONL) in other channels (**A**,**C**,**D**,**F**) in fixed cryosection images, however, this autofluorescence did not affect FACS sorting of GFP+ and GFP− populations from freshly isolated, dissociated regenerating retinas. Scale bar in (**C**,**F**) = 20 μm apply to (**A**–**F**). ONL: outer nuclear layer, INL: inner nuclear layer, GCL: ganglion cell layer.

**Figure 3:**
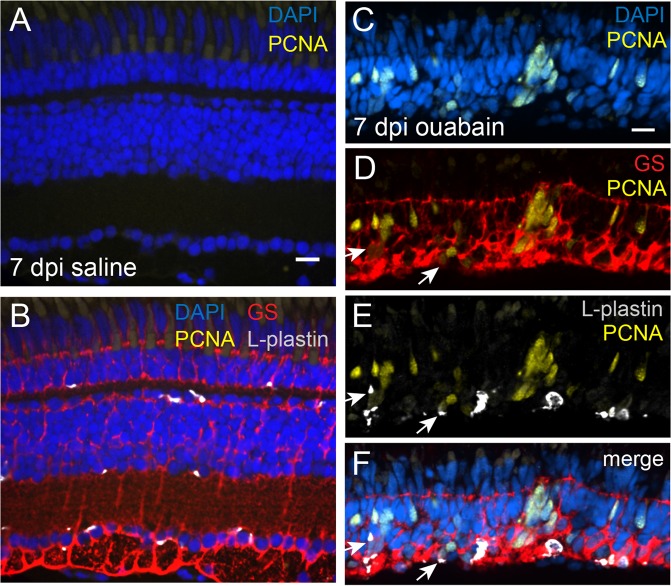
PCNA expression in regenerating retinal tissue at 7 days post ouabain injection. Images of a retinal cryosection at 7 dpi saline (**A**,**B**) or ouabain injection (**C**–**F**) stained for DAPI (blue; nuclei), PCNA (yellow), Glutamine Synthetase to mark Müller glia and Müller glia-derived progenitors (red), and L-plastin to mark immune cells (gray). (**A**,**C**) DAPI and PCNA stain. (**D**) GS and PCNA stain. (**E**) L-plastin and PCNA stain. (**B**,**F**) Four color merge. In regenerating retinal tissue, cells expressing PCNA cels are visible throughout the inner retina, corresponding to regions of initial tissue damage, and often appear in clusters. Most PCNA signal can be attributed to cytoplasm containing GS signal. Occasionally, PCNA signal is associated with L-plastin+ cytoplasm (**E**), but this often overlaps with GS signal (arrows, **D**–**F**). Scale bar in A = 10 μm, applies to (**A**,**B**). Scale bar in C = 10 μm, applies to (**C**–**F**).

We also observe that L-plastin+ cells appeared most densely present in regions corresponding to, and surrounding, the optic nerve head (onh, Fig. 1B,D) in regenerating retinas, and density of L-plastin+ cells was reduced in a gradient as a function of distance from the onh (Fig. 1A–D). Further, many L-plastin+ cells were visible in tissues apical to the retina and were directionally (radially) oriented towards retinal tissue (Fig. 1B’,B”, arrows). It is possible that these apically positioned L-plastin+ cells may represent RPE-associated microglia that migrate into the regenerating retina, or possibly extra-retinally derived immune cells that continue to infiltrate the retina beyond the previously documented timepoint of 3 dpi^31^. L-plastin+ cells within retinal tissue at 7 dpi ouabain or saline co-labeled with the macrophage-specific *mpeg1*-driven GFP transgene (Fig. 2), therefore indicating that these immune cells consist of microglia^13^ and possibly other infiltrating macrophages.

Since 7 dpi corresponds to near-peak numbers of cells expressing PCNA^18^, we stained and imaged cryosections of regenerating retina to visualize PCNA in combination with L-plastin and GS (Fig. 3) to determine if any L-plastin+ cells express PCNA. PCNA signal was not detected in tissue at 7 dpi following saline injection (Fig. 3A,B). As previously reported^18^, PCNA signal was detected throughout the inner retina at 7 dpi following ouabain injection, often found in clusters, and nuclei with PCNA signal adopted an elongated shape (Fig. 3C–F). We observe that most of the nuclei containing PCNA at 7 dpi ouabain were associated with GS-labeled cytoplasmic signal (Fig. 3D). Occasionally, PCNA signal was associated with L-plastin+ cytoplasm, but this often overlapped with GS signal (Fig. 3D–F, arrows), making it difficult to attribute proliferation to MG (GS+) versus L-plastin+ cells. Collectively, this indicates that PCNA expression at this timepoint primarily represents reactive MG and MG-derived progenitors.

### Transcriptome analysis of *mpeg1*:GFP+ cells during retinal regeneration

Since functions of immune cells, including microglia, in the context of successful retinal (or CNS) regeneration are not well understood, and to build on previous gene expression studies during zebrafish retinal regeneration^22,23,25^, we sought to identify the microglia (and macrophage)-specific transcriptome corresponding to an environment of successful regeneration, to gain insight into those possible functions. As described above, L-plastin+ cells localized within retinal tissue obtained from *mpeg1*:GFP transgenic zebrafish at 7 dpi co-labeled with *mpeg1*-driven GFP (Fig. 2). *Mpeg1*-driven GFP expression allowed us the opportunity to use GFP signal as a basis to isolate GFP+ microglia/macrophages^13,49^ from other retinal cell types (GFP−) during active retinal regeneration, followed by QuantSeq. 3′-mRNA sequencing, to reveal their respective transcriptomes (Fig. 4).

**Figure 4:**
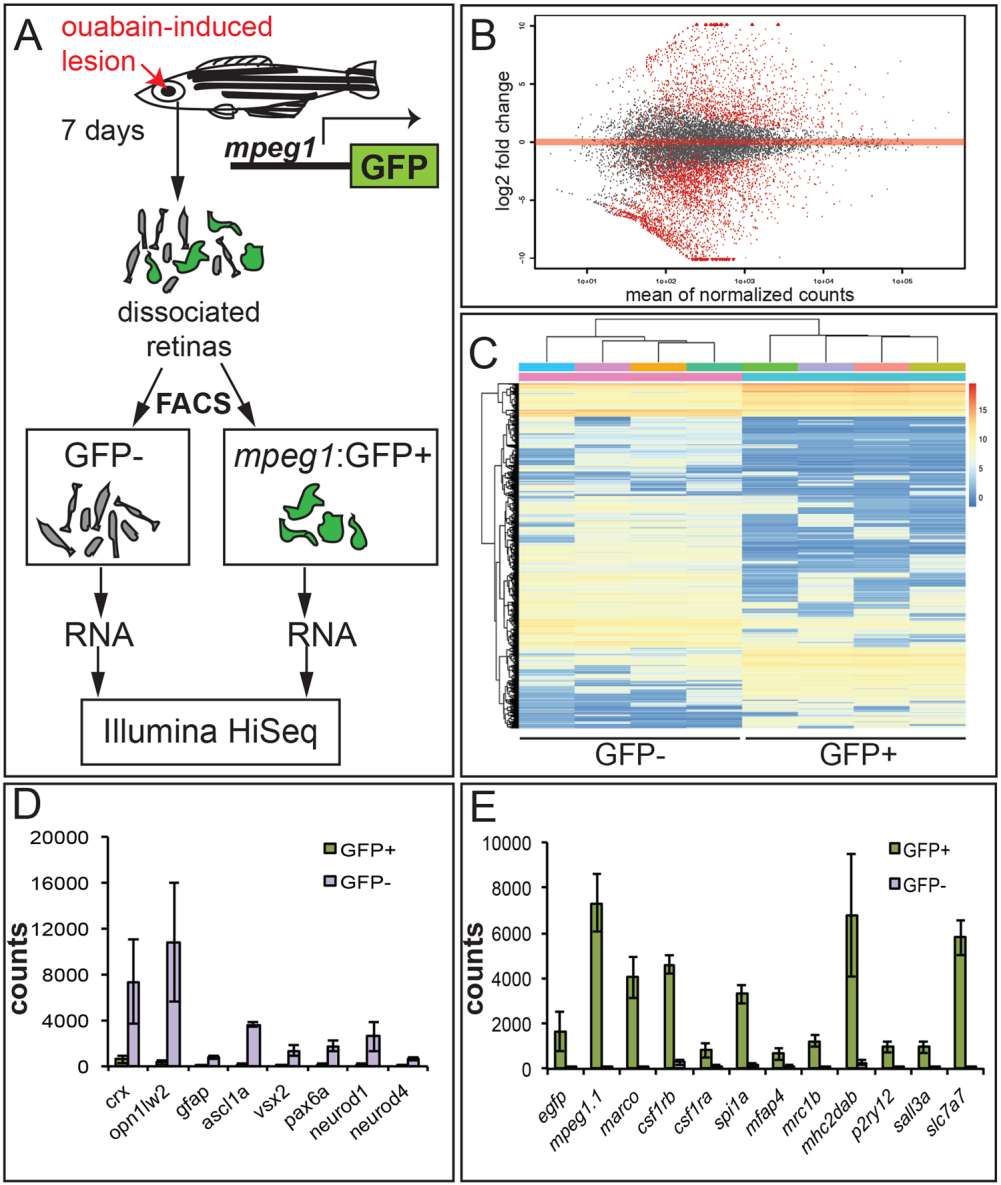
Overview of RNA-sequencing of *mpeg1*:GFP+ and GFP− populations isolated from regenerating retinas. (**A**) At 7 days post ouabain lesion (7 dpi), retinas from *mpeg1*:GFP+ fish were dissociated and subjected to Fluorescence Activated Cell Sorting (FACS) to obtain purified populations of GFP+ and GFP− cells, RNA was isolated from respective populations, and then sequenced by Illumina HiSeq. (**B**) MA plot of moderated Log2 fold change obtained from RNA sequencing. (**C**) Heat map showing row centered rlog transformed values for all genes differentially expressed with p < 0.1, to illustrate expression relative to each (GFP− or GFP+) population. The legend in upper right indicates transcript abundance relative to the other population. (**D**) Raw counts of sequences mapped to genes associated with photoreceptors (*crx*, *opn1lw2*, which survive the retinal lesion), and Müller glia and neuronal progenitors (*gfap*, *ascl1a*, *vsx2*, *pax6a*, *neurod1*, *neurod2*) in GFP+ and GFP− samples. E. Raw counts of sequences mapped to genes associated with *egfp*, macrophages (*mpeg1*.*1*, *marco*, *csf1a*, *csf1b*, *spi1a*, *mfap4*, *mrc1b*, *mhc2dab*), and microglia (*p2ry12*, *sall3a*, *slc7a7*) in GFP+ and GFP− populations. Error bars in (**D**,**E**) represent SEM.

We used Fluorescence Activated Cell Sorting (FACS) to isolate highly pure populations of GFP+ and GFP− cells from dissociated cell suspensions from *mpeg1*:GFP transgenic retinas at 7 days post ouabain lesion followed by RNA isolation^38^ and (Fig. 4). The results of this dissociation, cell sorting, confirmation of purity, and RNA quality were reported in^38^. 

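The sequencing data came from 32 *mpeg1*:GFP fish, a transgenic line in which the macrophage promoter *mpeg1* drives GFP, whose retinas were collected 7 days after injection of ouabain at a final concentration of 2 µM. Ouabain is a toxin that destroys retinal neurons by blocking the sodium-potassium pump. Retinas were pooled 8 at a time into 4 pools, and the GFP+ and the GFP− cells of each pool were sorted and sequenced, which gave 4 GFP+ and 4 GFP− libraries with pool numbers 1 to 4 in each population. QuantSeq makes about 1 fragment per mRNA molecule, near its 3′ end, so a read counts a transcript whatever the transcript's length. The authors quantified the reads with Salmon without length correction and deposited, for each library, an estimated count and a TPM value for 52122 Ensembl transcripts of GRCz10. Salmon divides a read that matches several transcripts among them, so the estimated counts need not be whole numbers, and they were rounded before testing. The deposited TPM values equalled the estimated counts scaled to the same total in every library (CPM), since every transcript had been given the same effective length. The files list transcripts by identifier only and do not pair them with genes, so all values from the sequencing data below are for transcripts, while the paper reports genes. The estimated counts summed to between 17489304 and 23702022 in the GFP+ libraries, with a median of 22370828, and to between 7316619 and 27727554 in the GFP− libraries, with a median of 24831712. These totals count reads that Salmon assigned to transcripts, while the paper's methods also give the larger number of reads obtained. Group totals did not differ (exact permutation test, two-sided, p = 1.0 with n = 4 per population). Counts were compared between the populations with edgeR's quasi-likelihood test after TMM normalization, over the 13379 transcripts that passed edgeR's filter on low counts. The transcripts tested held between 97.7% and 98.4% of the counts of a library.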

To identify the mRNA transcripts present in *mpeg1*:GFP+ cells compared to GFP− cells during zebrafish retinal regeneration, we performed QuantSeq. 3′-mRNA sequencing of RNA isolated from the sorted GFP+ and GFP− cells. 

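A transcript was called present in a population when at least 2 of its 4 libraries had at least 10 counts. By this rule, 12715 transcripts were present in GFP+ cells and 16238 in GFP− cells, of which 10533 were present in both. Of the 2182 transcripts present in GFP+ cells alone, 563 had no count in any GFP− library, and of the 5705 present in GFP− cells alone, 1776 had no count in any GFP+ library. The smallest share that a library could show, taken as 3 counts of its total, lay between 0.108 and 0.172 CPM in 7 libraries and was 0.410 CPM in GFP− replicate 3. PCR copies of a molecule were not marked in this protocol, so these limits cover counting error only. The number of transcripts with a rounded count above 0 was 14419 ± 719 (SD, n = 4) in GFP+ libraries and 17127 ± 1895 (SD, n = 4) in GFP− libraries. Without regard to pools, this difference did not pass 0.05 (exact permutation test, two-sided, p = 0.0857). Within each of the 4 pools, the GFP− library had more detected transcripts than the GFP+ library, by 1010 to 3643 (exact paired permutation test, two-sided, p = 0.125, the smallest p that 4 pairs allow). After the rounded counts of every library were thinned at random to the total of the smallest, with the mean taken over 10 draws, the numbers were 13142 ± 874 (SD, n = 4) and 16309 ± 1369 (SD, n = 4). Every GFP− library then had more detected transcripts than every GFP+ library (exact permutation test without regard to pools, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). With the pairing by pool kept, the thinned numbers did not pass 0.05 (exact paired permutation test, two-sided, p = 0.125, the smallest p that 4 pairs allow). With at least 10 counts required, the thinned libraries had 10640 ± 1051 (SD, n = 4) transcripts in GFP+ and 13340 ± 1493 (SD, n = 4) in GFP− cells. At that level GFP− replicate 3, with 11162, lay below GFP+ replicates 1 and 4, with 11418 and 11576, and the unpaired difference did not pass 0.05 (exact permutation test, two-sided, p = 0.0857), while the GFP− library was again higher in each of the 4 pools.

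**Figure D1:**
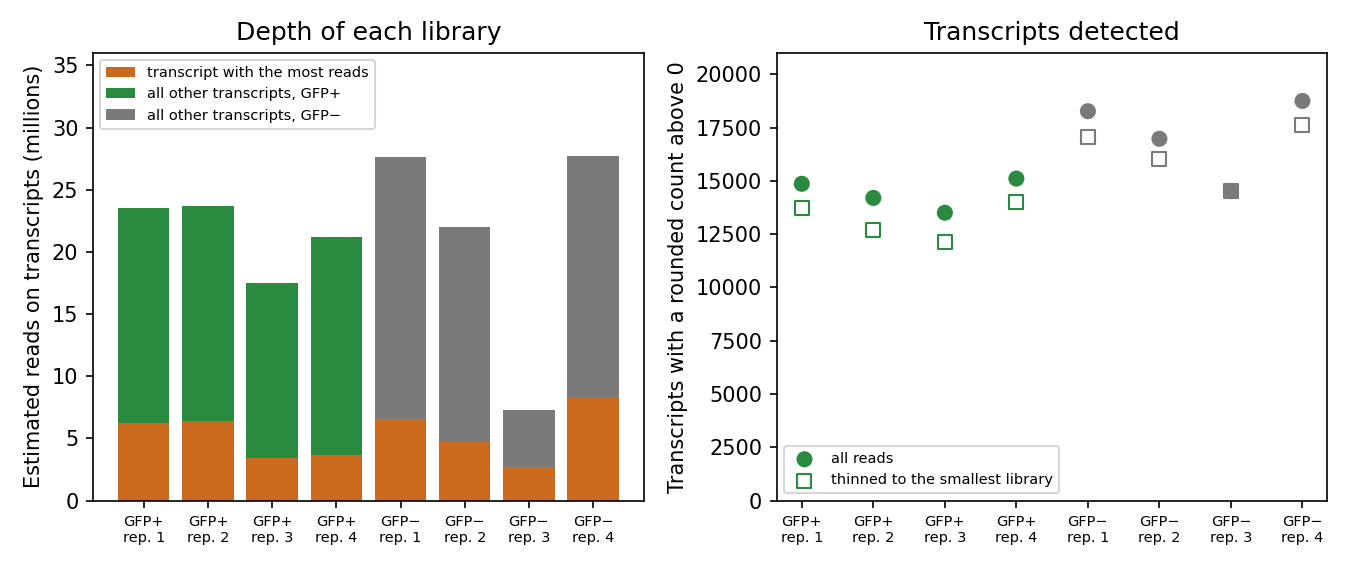
Left, estimated reads on transcripts in each library, with the transcript that took the most reads in orange and all other transcripts in green (GFP+) or grey (GFP−). Right, the number of transcripts with a rounded count above 0 in each library, with all its reads (circles) and after thinning to the smallest library (squares). The thinned GFP− libraries lie between 14516 and 17637 transcripts and the thinned GFP+ libraries between 12143 and 13995.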

Sequencing of GFP− cells was also included in this experiment in order to compare transcript expression in non-microglial/macrophage populations at this timepoint. Comparison of transcripts between such populations is useful because very little is known about the zebrafish microglia/macrophage transcriptome, and such insight will increase our understanding of these cell types in the zebrafish model organism. 

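With an FDR below 0.01 from edgeR's quasi-likelihood test (Benjamini-Hochberg) and a log2 fold change beyond 2 in either direction, 125 transcripts were enriched in GFP+ cells and 76 in GFP− cells, 201 in all. In each of these 201 transcripts, the 4 libraries of the enriched population all lay above the 4 libraries of the other. The median log2 fold change was 5.51 for transcripts enriched in GFP+ cells and -9.50 for transcripts enriched in GFP− cells. DESeq2 called more transcripts at the same thresholds. With moderated log2 fold changes, it called 597 transcripts enriched in GFP+ cells and 1301 enriched in GFP− cells. DESeq2 was run on transcripts with any count, and 390 and 605 of its calls lay among the transcripts that edgeR tested. Of the 125 and 76 transcripts called by edgeR, DESeq2 also called 116 and 74. The GFP+ and GFP− cells of a pool came from the same retinas. A fit with the pool as a replicate block called 155 transcripts enriched in GFP+ cells and 79 enriched in GFP− cells. Other edgeR settings moved the number of 201 further. It was 850 without the filter on low counts and 66 in a test against a log2 fold change of 2. With bias-adjusted deviance, an option chosen after seeing the data, it was 757. The 201 are thus not a count of all transcripts that differ. Libraries of the same pool deviated together to a small extent. Across transcripts, which are not independent replicates, the deviations from the population means had a mean correlation of 0.0311 between the GFP+ and GFP− libraries of the same pool. The mean of -0.0103 between libraries of different pools is not an independent reference, since the deviations of a population sum to 0 over its libraries. Of the 24 ways to match the 4 GFP+ with the 4 GFP− libraries, the matching by pool gave the highest mean correlation (exact permutation test, one-sided, p = 0.0417, the smallest p that 24 matchings allow). The 2 transcripts with the smallest FDR in each direction illustrate the calls. Transcript ENSDART00000100145.4, of 2201 bases, had 19991 ± 3778 normalized counts in GFP+ libraries and 180.0 ± 34.0 in GFP− libraries (SD, n = 4 each), a log2 fold change of 6.79 (standard error 0.428, edgeR adjusted p = 3.01e-05). Transcript ENSDART00000062702.3, of 1516 bases, had 40133 ± 7458 and 2105 ± 281 normalized counts (SD, n = 4 each), a log2 fold change of 4.25 (standard error 0.327, edgeR adjusted p = 0.000146). In the other direction, ENSDART00000052318.6, of 2516 bases, had 1115 ± 460 normalized counts in GFP+ and 21941 ± 6860 in GFP− libraries (SD, n = 4 each), a log2 fold change of -4.30 (standard error 0.451, edgeR adjusted p = 0.000702). Transcript ENSDART00000076574.5, of 3505 bases, had between 0 and 2.65 normalized counts in GFP+ libraries and between 1162 and 4432 in GFP− libraries, a log2 fold change of -11.55 (standard error 1.28, edgeR adjusted p = 0.000929). Apart from ENSDART00000062702.3, these transcripts had counts that Salmon had divided with other transcripts in at least 1 library. With each pool left out in turn, both transcripts enriched in GFP+ cells kept an FDR below 0.01. ENSDART00000052318.6 no longer reached it without pool 2, nor ENSDART00000076574.5 without pool 1 or without pool 4. Their directions held, which is not an independent check, since they were chosen with the same direction in all 4 pools.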

Using criteria of moderated log2FC > |2| and FDR < 0.01, we identified 2779 differentially expressed genes, with 970 of these significantly enriched in GFP+ cells (Fig. 4B, Table 1 and Supplementary File S2) and 1809 of these significantly enriched in GFP− cells (Fig. 4B, Table 2 and Supplementary File S2). Principal Component Analysis showed that the sorted GFP+ and GFP− populations formed two highly distinct clusters, indicating that these populations contain distinct transcripts representing different gene expression programs (Supplemental Fig. S1). 

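Principal components were computed from log2 CPM with a prior count of 2, over the transcripts that passed the filter. The first component held 34.5% of the variance and separated the populations, with GFP+ scores from 129.6 to 218.0 and GFP− scores from -184.7 to -138.8. The second component and the third held 13.9% and 13.7%. On the second component, GFP− replicate 3 lay at -233.9, while the other GFP− libraries lay between 62.9 and 81.4. The mean Euclidean distance between a GFP+ and a GFP− library was 479.5, against 416.6 between GFP+ libraries and 358.6 between GFP− libraries. Of the 8 ways to divide the libraries into 4 and 4 that part the GFP+ and GFP− libraries of every pool, only the division by GFP gave so large an excess of between-group over within-group distance (exact permutation test, one-sided, p = 0.125, the smallest p that 8 divisions allow). The other 27 divisions, which keep both libraries of at least 1 pool together, did not give as large an excess either. Over the 500 transcripts with the largest variance, the first component held 61.3%. From the separation of the sorted populations into clusters, the paper concludes that they hold distinct transcripts that represent different gene expression programs.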

A heat map was generated based on rlog transformed values of differentially expressed genes with p < 0.1 to broadly illustrate differential expression of transcripts relative to each population (Fig. 4C). This heat map reveals a minor cluster of genes with similar expression levels between GFP+ and GFP− populations, as well as clusters of genes with relatively different expression levels, and reveals only slight variation among samples within groups.

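At an FDR below 0.1 in edgeR's quasi-likelihood test, whatever the fold change, 622 transcripts were higher in GFP+ and 668 in GFP− cells. Over these 1290 transcripts, the Pearson correlation of log2 CPM, taken across transcripts, lay between 0.949 and 0.963 for pairs of GFP+ libraries and between 0.779 and 0.877 for pairs of GFP− libraries. Between a GFP+ and a GFP− library it lay between -0.0562 and 0.164. Transcripts that differ between populations and little within them are the ones that reach such an FDR. Over all transcripts tested, the correlation was lower within the populations, from 0.516 to 0.561 for GFP+ pairs and from 0.487 to 0.603 for GFP− pairs, and it lay between 0.271 and 0.372 for pairs across populations. For the 953 transcripts with a mean above 100 CPM, it lay between 0.664 and 0.734 for GFP+ pairs and between 0.651 and 0.817 for GFP− pairs. The median SD of a tested transcript between replicate libraries was 2.37 on the log2 scale in GFP+ and 1.65 in GFP− libraries, against a median difference between population means of 1.79. In 36.3% of the tested transcripts, the difference between the population means exceeded the SD of both populations. For the transcripts above 100 CPM, the median SD was 0.45 in GFP+ and 0.73 in GFP− libraries, against a median difference of 0.96, and the difference exceeded both SDs in 53.1%. For the 1290 transcripts with an FDR below 0.1, which were selected for such a difference, the values were 0.54 and 1.08 against 5.74, and 99.9%. Counts of 0 were found beside counts of 100 and more. Among the 4644 transcripts with a mean above 100 and up to 300 counts in GFP+ libraries, 18.8% of the single-library counts were 0, and among the 5190 such transcripts in GFP− libraries, 13.7% were 0. With a mean above 300 and up to 1000 counts, 3.92% and 3.78% were 0.

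**Figure D2:**
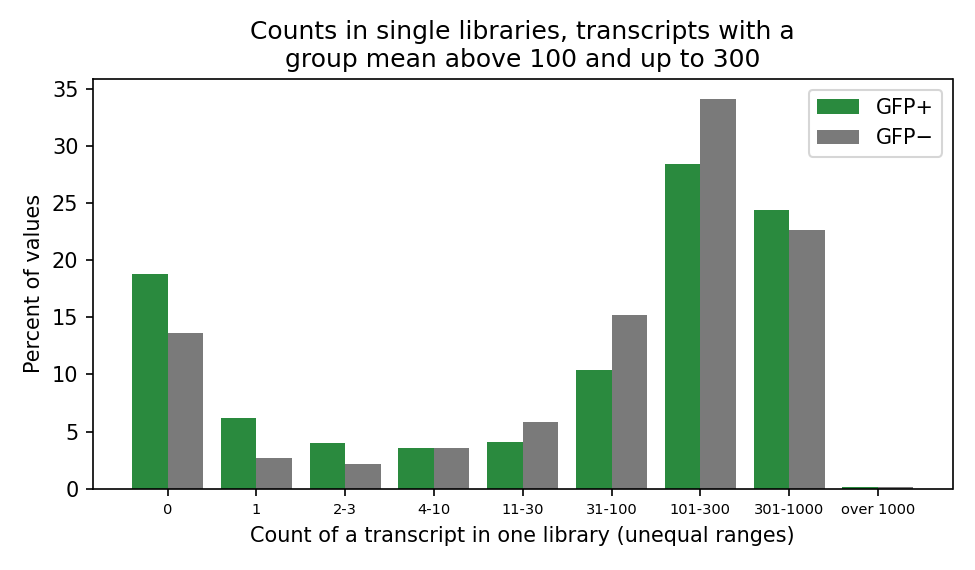
The percent of single-library counts that fell in each range of counts, for transcripts whose mean over the 4 libraries of a population was above 100 and up to 300 counts, in GFP+ (green) and GFP− (grey) libraries. In GFP+ libraries 28.5% of the values lie from 101 to 300 counts, 3.52% from 4 to 10 counts and 18.8% at 0. The ranges differ in width, so their heights are not comparable per count. The peak at higher counts follows in part from the choice of transcripts by their mean.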

**Table 1:** Top 50 transcripts enriched in *mpeg1*:GFP+ cells compared to GFP− retinal cells at 7 days post ouabain lesion, sorted by FDR.

moderated log2FC	FDR	GENE NAME	SYMBOL	ZFIN	ENTREZID
6.947697132	8.29E-48	apolipoprotein C-I	apoc1	ZDB-GENE-030131-1074	570638
6.935549678	1.21E-38	solute carrier family 43, member 3b	slc43a3b	ZDB-GENE-060312-28	556206
9.744245899	2.75E-37	regulator of G protein signaling 18	rgs18	ZDB-GENE-061013-722	768164
8.364686368	9.84E-37	chemokine (C-C motif) ligand 34b, duplicate 1	ccl34b.1	ZDB-GENE-091204-276	563952
9.292757461	1.03E-36	hepatitis A virus cellular receptor 1	havcr1	ZDB-GENE-040718-131	436707
5.714666395	2.75E-36	lectin, galactoside-binding, soluble, 9 (galectin 9)-like 1	lgals9l1	ZDB-GENE-030131-9543	337597
10.82966572	4.22E-34	uncharacterized LOC100150882	LOC100150882	NA	100150882
6.712331301	6.09E-32	CD74 molecule, major histocompatibility complex, class II invariant chain b	cd74b	ZDB-GENE-990910-10	30645
5.887950241	4.26E-30	CD74 molecule, major histocompatibility complex, class II invariant chain a	cd74a	ZDB-GENE-000901-1	58113
8.897462506	2.20E-29	solute carrier family 7 (amino acid transporter light chain, y+ L system), member 7	slc7a7	ZDB-GENE-051127-5	641560
6.139928731	1.38E-28	si:busm1-266f07.2	si:busm1-266f07.2	ZDB-GENE-030616-436	368878
8.549659679	6.09E-27	interleukin 10 receptor, alpha	il10ra	ZDB-GENE-070905-4	777651
8.850007997	6.13E-26	integrin, alpha E, tandem duplicate 1	itgae.1	ZDB-GENE-131121-125	100333951
8.699101471	1.84E-25	si:ch73-203a8.1	si:ch73-203a8.1	ZDB-GENE-070912-335	100151151
10.15171232	1.04E-24	protein NLRC3-like	LOC100334101	NA	100334101
8.913425562	1.79E-24	interleukin-1 receptor type 2	LOC101882195	NA	101882195
5.61985783	1.81E-24	complement component 1, q subcomponent, B chain	c1qb	ZDB-GENE-040801-223	445088
6.670581809	3.36E-24	G0/G1 switch 2	g0s2	ZDB-GENE-081022-103	568476
6.506472448	5.92E-24	retinol binding protein 2a, cellular	rbp2a	ZDB-GENE-020320-2	568032
4.928284874	1.57E-23	profilin 1	pfn1	ZDB-GENE-031002-33	799355
6.183866184	2.84E-23	lymphocyte cytosolic protein 1 (L-plastin)	lcp1	ZDB-GENE-991213-5	30583
8.504782713	7.69E-22	macrophage receptor with collagenous structure	marco	ZDB-GENE-120514-2	571584
6.059783514	7.69E-22	granulin 1	grn1	ZDB-GENE-060103-1	553977
8.067781947	7.85E-22	macrophage expressed 1, tandem duplicate 1	mpeg1.1	ZDB-GENE-030131-7347	335407
4.183893764	9.14E-22	CCAAT/enhancer binding protein (C/EBP), beta	cebpb	ZDB-GENE-020111-3	140814
9.25435495	6.52E-21	si:ch211-102c2.4	si:ch211-102c2.4	ZDB-GENE-030131-8862	568178
4.122049372	8.44E-21	fatty acid binding protein 11a	fabp11a	ZDB-GENE-040912-132	447944
4.958997926	1.18E-20	coronin, actin binding protein, 1 A	coro1a	ZDB-GENE-030131-9512	100002113
5.179139762	2.01E-20	Fc receptor, IgE, high affinity I, gamma polypeptide like	fcer1gl	ZDB-GENE-070502-4	100101653
7.846346992	3.41E-20	connexin 32.2	cx32.2	ZDB-GENE-050303-1	566647
4.234645883	4.88E-20	cathepsin C	ctsc	ZDB-GENE-030619-9	368704
4.507055275	5.17E-20	legumain	lgmn	ZDB-GENE-021030-1	406625
8.734468946	7.90E-20	GRB2-related adaptor protein a	grapa	ZDB-GENE-050522-347	553596
8.9405533	1.04E-19	interleukin-1 family member A	il1fma	ZDB-GENE-140106-231	102997062
6.437918568	1.35E-19	lectin, galactoside-binding, soluble, 3 binding protein b	lgals3bpb	ZDB-GENE-040426-2262	405809
8.410056881	1.51E-19	neutrophil cytosolic factor 1	ncf1	ZDB-GENE-031006-6	378966
7.080422693	2.03E-19	apoptosis facilitator Bcl-2-like protein 14	LOC101885512	NA	101885512
6.427189127	3.22E-19	chemokine (C-X-C motif) ligand 19	cxcl19	ZDB-GENE-140708-2	100003911
6.677182232	4.15E-19	integrin, beta 2	itgb2	ZDB-GENE-110411-4	557797
8.305047042	5.60E-19	si:dkey-88j15.3	si:dkey-88j15.3	ZDB-GENE-100922-28	560795
4.407928906	7.81E-19	GM2 ganglioside activator	gm2a	ZDB-GENE-050417-373	550529
4.341624501	1.03E-18	Rho GDP dissociation inhibitor (GDI) gamma	arhgdig	ZDB-GENE-040426-1493	394132
7.971312316	1.07E-18	si:cabz01074946.1	si:cabz01074946.1	ZDB-GENE-160113-134	100331505
7.338888853	1.15E-18	lysosomal-associated protein transmembrane 5	LOC100151049	NA	100151049
7.269771345	1.15E-18	protein tyrosine phosphatase, non-receptor type 6	ptpn6	ZDB-GENE-030131-7513	335573
9.665266832	2.03E-18	cytotoxic and regulatory T-cell molecule	crtam	NA	101884219
6.67300911	2.46E-18	tumor necrosis factor b (TNF superfamily, member 2)	tnfb	ZDB-GENE-050601-2	554167
5.681315201	1.12E-17	glutathione S-transferase omega 2	gsto2	ZDB-GENE-041114-67	492500
4.081012634	1.44E-17	sequestosome 1	sqstm1	ZDB-GENE-040426-2204	406452
6.184453342	1.62E-17	IL-6 subfamily cytokine M17	m17	ZDB-GENE-060526-368	555717

**Table 2:** Top 50 transcripts depleted in *mpeg1*:GFP+cells compared to GFP− retinal cells at 7 days post ouabain lesion, sorted by FDR.

moderated log2FC	FDR	GENE NAME	SYMBOL	ZFIN	ENTREZID
−9.902497402	4.52E-39	prostaglandin D2 synthase b, tandem duplicate 2	ptgdsb.2	ZDB-GENE-030911-3	751701
−5.354755121	1.18E-29	arrestin 3a, retinal (X-arrestin)	arr3a	ZDB-GENE-040718-102	436678
−8.788432384	4.96E-27	biglycan b	bgnb	ZDB-GENE-040426-21	792197
−5.457182226	3.46E-24	phosphodiesterase 6 H, cGMP-specific, cone, gamma, paralog a	pde6ha	ZDB-GENE-040426-1754	393758
−5.100382872	1.57E-23	guanine nucleotide binding protein (G protein), beta polypeptide 3b	gnb3b	ZDB-GENE-040426-2280	406483
−9.975719622	1.35E-22	ba1 globin	ba1	ZDB-GENE-990415-18	30216
−5.337784049	1.35E-22	recoverin 2	rcvrn2	ZDB-GENE-030131-7590	335650
−6.435756586	1.46E-22	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2b	gngt2b	ZDB-GENE-091020-4	797361
−6.397569387	8.07E-22	opsin 1 (cone pigments), short-wave-sensitive 1	opn1sw1	ZDB-GENE-991109-25	30582
−6.09923235	8.44E-21	phosphodiesterase 6 C, cGMP-specific, cone, alpha prime	pde6c	ZDB-GENE-040426-1664	393845
−8.761307281	1.03E-19	ral guanine nucleotide dissociation stimulator-like 3a	rgl3a	ZDB-GENE-101130-1	100149956
−7.8244016	1.77E-19	MYCN proto-oncogene, bHLH transcription factor	mycn	ZDB-GENE-020711-1	252851
−6.044518098	2.44E-19	insulin-like growth factor binding protein 5b	igfbp5b	ZDB-GENE-040319-2	403039
−8.029031786	3.45E-19	solute carrier family 38, member 4	slc38a4	ZDB-GENE-041010-14	449771
−5.288624547	3.45E-19	aquaporin 1a (Colton blood group), tandem duplicate 1	aqp1a.1	ZDB-GENE-030131-7764	335821
−5.836694213	6.71E-19	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2a	gngt2a	ZDB-GENE-030131-7595	335655
−7.439163089	1.13E-18	NA	NA	NA	NA
−4.079039413	1.45E-18	fatty acid binding protein 7, brain, a	fabp7a	ZDB-GENE-000627-1	58128
−6.971250125	3.09E-18	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2	slc24a2	ZDB-GENE-060825-277	751686
−8.382635563	6.75E-18	unc-119 homolog b (C. elegans)	unc119b	ZDB-GENE-050201-2	678653
−8.363908429	1.26E-17	follistatin b	fstb	ZDB-GENE-031118-139	566538
−8.099791471	1.44E-17	espin	espn	ZDB-GENE-081105-173	567061
−7.466759677	4.39E-17	fatty acid desaturase 2	fads2	ZDB-GENE-011212-1	140615
−4.673096962	6.59E-17	retinol binding protein 4, like	rbp4l	ZDB-GENE-030131-7591	335651
−6.617741567	1.62E-16	synaptotagmin Va	syt5a	ZDB-GENE-040718-110	436686
−6.853925862	1.83E-16	peripherin 2a (retinal degeneration, slow)	prph2a	ZDB-GENE-000616-8	58085
−4.326891	3.67E-16	midkine a	mdka	ZDB-GENE-990621-1	30277
−10.78175227	4.55E-16	T-box 2b	tbx2b	ZDB-GENE-990726-27	30253
−10.29982042	5.43E-16	si:ch211-183d21.1	si:ch211-183d21.1	ZDB-GENE-030131-8516	571430
−7.361502097	5.82E-16	doublecortin-like kinase 2a	dclk2a	ZDB-GENE-050420-170	572548
−10.57382742	6.16E-16	protein kinase C and casein kinase substrate in neurons 1a	pacsin1a	ZDB-GENE-050522-155	553559
−6.109615504	6.38E-16	zgc:195173	zgc:195173	ZDB-GENE-081022-190	792613
−10.29473981	7.27E-16	transmembrane protein 108	tmem108	ZDB-GENE-091204-397	563089
−5.473704873	1.73E-15	opsin 1 (cone pigments), long-wave-sensitive, 2	opn1lw2	ZDB-GENE-040718-141	436716
−7.717505976	2.51E-15	tight junction protein 2b (zona occludens 2)	tjp2b	ZDB-GENE-040718-58	436639
−8.088389566	5.77E-15	retinol binding protein 3	rbp3	ZDB-GENE-990415-132	30735
−8.358797824	6.92E-15	storkhead box 2a	stox2a	ZDB-GENE-090313-101	571741
−5.691417183	1.38E-14	ATPase, Na+/K+ transporting, alpha 1b polypeptide	atp1a1b	ZDB-GENE-001212-5	64616
−6.468437477	1.87E-14	collagen type XVIII alpha 1 chain a	col18a1a	ZDB-GENE-030516-3	564123
−5.409702873	2.17E-14	solute carrier family 1 (glial high affinity glutamate transporter), member 2b	slc1a2b	ZDB-GENE-030131-7779	335836
−8.857169039	2.50E-14	erythrocyte membrane protein band 4.1 like 5	epb41l5	ZDB-GENE-030616-450	368449
−7.392218598	3.00E-14	si:ch211-81a5.8	si:ch211-81a5.8	ZDB-GENE-060503-138	560648
−9.889739986	4.98E-14	BOC cell adhesion associated, oncogene regulated	boc	ZDB-GENE-030131-6560	334628
−9.997009725	5.09E-14	hairy-related 2	her2	ZDB-GENE-980526-274	30300
−7.35634514	5.33E-14	si:dkey-126g1.9	si:dkey-126g1.9	ZDB-GENE-030131-9862	792999
−10.86276442	9.44E-14	collagen, type V, alpha 2a	col5a2a	ZDB-GENE-030616-13	564821
−8.375593909	9.47E-14	shroom family member 2a	shroom2a	ZDB-GENE-050208-128	386817
−7.42402034	1.04E-13	NA	NA	NA	NA
−4.477364135	1.08E-13	ATPase, H+ transporting, lysosomal, V0 subunit cb	atp6v0cb	ZDB-GENE-030131-4127	325402
−10.42654367	1.69E-13	si:ch211-285j22.3	si:ch211-285j22.3	ZDB-GENE-141216-187	336034

To confirm the output of this design, we probed our data set for selected transcripts in GFP+ and GFP− populations that represent microglia/macrophages and other retinal cell types, respectively. Transcripts pertaining to genes expressed by the monocyte (*spi1a*, *csf1ra*, *csf1rb*^53–55^) and macrophage lineages *(mhc2dab*, *marco*, and *mfap4*^56,57^), and transcripts expressed by microglia (*p2ry12*, *sall3a*, *slc7a7*^58–63^), were significantly enriched in GFP+ samples based on Differential Expression and raw counts (Fig. 4E, Table 1, and Supplementary File S1). Importantly, GFP+ populations were enriched for the macrophage/microglia-specific gene *mpeg1*.*1* as well as *egfp* transcripts, which formed the basis of our FACS sorting (Fig. 4E and Table 1). On the other hand, genes expressed by photoreceptors, including those involved in photoreceptor identity and function (e.g. *crx*, *opn1lw2*, *arr3a*, *rcvrn2*, *gngt2a*, *syt5a*^64–70^), were highly enriched in the GFP− population and only minimally detected in the GFP+ population (Fig. 4D, Table 3, and Supplementary File S1), consistent with previous reports that photoreceptors survive the inner retina-selective ouabain lesion^18,21,31,48^. Genes expressed by neuronal progenitors (e.g. *vsx2*, *neurod1*, *neurod4*, and *pax6a*^33^) were also highly enriched in the GFP− population (Fig. 4D, Table 2, and Supplementary File S2), consistent with engagement of a regenerative state. Müller glia-associated *gfap* expression was also significantly enriched in GFP− cells, as well as other genes upregulated in Müller glia during zebrafish retinal regeneration (such as *mdka* and *ascl1a*^71–74^) (Fig. 4D, Table 2, Supplementary File S2). In addition, several members of the Notch family (e.g. *notch1b*, *notch3*, *jag1b*, *dla*) were enriched in GFP− populations, consistent with a role for Notch signaling in regeneration of retinal neurons in zebrafish^75–77^ (Table 2, Supplementary File S2).

**Table 3:** qPCR validation of selected transcripts found to be enriched in GFP+ compared to GFP− populations.

		qPCR transcript detection, Ct values		Fold expression, qPCR
Transcript	DE, RNA-seq	*mpeg1*:GFP+	GFP−	
*lcp1*	+6.18	29.36	unreliable^§^	N/A
*mpeg1*.*1*	+8.07	29.90	unreliable	N/A
*p2ry12*	+8.69	27.17	30.61	67.87
*itgb2*	+6.68	29.60	33.10	45.08
*apoc1*	+6.95	23.99	25.80	30.29
*c1qa*	+5.84	28.40	31.50	35.01
*c1qb*	+5.62	32.40	unreliable	N/A
*cfp*	+4.03	30.06	unreliable	N/A
*il1b*	+5.53	31.20	unreliable	N/A
*lgals3bpb*	+6.45	22.73	27.39	102.98
*18 s*		26.83	24.86	

^§^Unreliable: Average Ct value ≥ 34 (indicating single copy levels) and/or Ct value reported as “undetermined” by the instrument for at least 2 of 3 samples.

N/A: Not applicable.

Several selected transcripts identified in the RNA-seq experiment as differentially expressed in GFP+ microglia/macrophages were confirmed by qPCR analysis of GFP+ and GFP− populations sorted from *mpeg1*:GFP+ retinas at 7 dpi in a separate experiment (Tables 3 and 4). Transcripts associated with leukocytes and macrophages (*lcp1* and *mpeg1*.*1*, respectively^49,50^, previously reported to be selectively amplified in the GFP+ sorted population subject to RNA-seq^38^) and microglia (*p2ry12*^62^) were confirmed to be enriched in GFP+ populations compared to GFP− populations (Table 3). We also confirmed that several complement factors identified in the RNA-seq (*c1qa*, *c1qb*, *cfp*, and the complement receptor subunit *itgb2*) were selectively amplified from GFP+ populations (Table 3). In addition, as indicated by the RNA-seq experiment, we also found *apoc1*, *il1b*, and *lgals3bpb* to be enriched in *mpeg1*:GFP+ cells compared to GFP− cells by qPCR (Table 3).

**Table 4:** qPCR validation of selected transcripts found to be depleted in GFP+ compared to GFP− populations.

		qPCR transcript detection, Ct values		Fold expression, qPCR
Transcript	DE, RNA-seq	*mpeg1*:GFP+	GFP−	
*crx*	−3.82	31.10	27.19	0.30
*opn1lw2*	−5.47	not detected^‡^	22.24	N/A
*gfap*	−4.70	unreliable^§^	31.60	N/A
*pax6a*	−4.24	unreliable	30.33	N/A
*ascl1a*	−4.59	not detected	32.12	N/A
*mef2ca*	−3.80	not detected	30.76	N/A
*ncam1b*	−2.82	30.58	26.82	0.60
*sept8b*	−8.97	33.30	28.81	0.19
*pdca*	−6.92	not detected	26.70	N/A
*prom1b*	−7.25	not detected	29.41	N/A
*18 s*		26.83	24.86	

^**‡**^Not detected: Ct value reported as “undetermined” by the instrument for all samples.

^§^Unreliable: Average Ct value ≥ 34 (indicating single copy levels) and/or Ct value reported as “undetermined” by the instrument for at least 2 of 3 samples.

N/A: Not applicable.

Further consistent with our RNA-seq experiment, transcripts associated with photoreceptors (*crx*, *opn1lw2*) were confirmed to be enriched in GFP− populations using qPCR (Table 4), consistent with the survival of photoreceptors in this damage system^18,21,31,48^. Transcripts expressed by Müller glia and Müller glia-derived progenitors during retinal regeneration (*gfap*, *pax6a*, *ascl1a*^20,74^) were confirmed as enriched in the GFP− population by qPCR analysis (Table 5). Several other transcripts (*mef2ca*, *ncam1b*, *sept8b*, *pdca*, *prom1b*) found to be enriched in GFP− compared to GFP+ cells in the RNA-seq experiment showed a similar result when analyzed by qPCR (Table 4).

**Table 5:** Primer sequences used for qPCR.

Gene	Sense (forward) 5′→3′	Anti-sense (reverse) 5′→3′
*lcp1*	GCAGTGGGTGAACGAAACAC	TCGAGATCGCATACTTGGCG
*mpeg1*.*1*	CATGTCGTGGCTGGAACAGA	ATGGTTACGGACTTGAACCCG
*p2ry12*	AGCGTCTCCAACAGTTCATCC	GCCAGAGCGTTCAGGGATAATC
*itgb2*	TGCTGGTAAAGACCCAGTGC	TTTGGGGCATCCCTGGTCTA
*c1qa*	TGACAGCGAGACACTGATGTT	GCGCCATTTCTTCCATGCTT
*c1qb*	GATCCAGGTGAGAATGCAGTG	TCCCTCTGGTCCCTTCACAC
*apoc1*	AAGACCAAAACCGCCTTCCA	GGGGGTGTAAGGTAAATGGGG
*il1b*	TTCCCCAAGTGCTGCTTATT	AAGTTAAAACCGCTGTGGTCA
*cfp*	TCCTCAGCCTGCTCTGTGACTTGTG	TTCGGGTTCCCTCCCTGGTTCT
*lgals3bpb*	GGTGGACATCAGCCAGACTT	CCAGCTGATGGAGACACTGA
*crx*	CATAACTGGAGGGGAATCTG	AAAGCACGACACAAGAACTC
*pax6a*	CACATACACACCCCCGCAC	CCGAGGCGGCCATTG
*ascl1a*	GCCAGACGGAACGAGAGAGA	AGGGTTGCAAAGCCGTTG
*gfap*	CTAAGCCAGACTTGACCGCT	TTACGATTGGCTGCATCCGT
*opn1lw2*	AGAGGGAAGAACTGGACTTTCAGA	TTCAGAGGAGTTTTGCCTACATATGT
*mef2ca*	TGTAATCATTCAGCGTAGTG	TCTAAGGTGTGCCGTTAT
*ncam1b*	AGTTTGATAAAGATGTTCGTTTC	TTAATGCTGCGGAAGTCA
*sept8b*	CTATCGTGGACTACATTGA	ATGAAGTACAGGCAGATG
*pdca*	TGCCGATGTGGAATAATCAGA	ACAGCGTCATTACTCATTCTATCT
*prom1b*	CAGTTGGAGTGACAGTTG	TCAGGTCTCTTATGTTGGT
*18 s*	GAACGCCACTTGTCCCTCTA	GTTGGTGGAGCGATTTGTCT

We performed Gene Ontology (GO) and Kegg Pathway analyses of transcripts enriched in the GFP+ population for genes with log2FC > 0 and FDR < 0.1 (Supplementary File S3). Biological Processes overrepresented in GFP+ populations (all reported here with p < 0.01) include categories that are consistent with a microglia/macrophage identity (for example, (innate) immune response, antigen processing and presentation, microglia differentiation, phagocytosis, and respiratory burst). Interestingly, Biological Process categories overrepresented in GFP+ cells also include wound healing and categories representing cellular motility and mobility (for example, Arp2/3 complex-mediated actin nucleation, macrophage chemotaxis, regulation of cell migration, positive regulation of actin filament polymerization). Cellular Component categories reflect the intracellular compartments required for microglia and macrophage-mediated digestion of engulfed material (for example, vacuole, vacuolar membrane, lysosome, lysosomal membrane, endocytic vesicle, early endosome, late endosome membrane, autophagosome, vesicle, V-type ATPAse categories) and the location of many innate immune receptors involved in initiating immune responses (for example, cytoplasm, NLRP3 inflammasome complex, AIM2 inflammasome complex, extrinsic component of (cytoplasmic side of plasma) membrane). Molecular Function categories reflect the myriad of enzymes involved in degradation of engulfed material in various cellular compartments (for example, hydrolase activity, alpha-mannosidase activity, ribonuclease T2 activity, catalytic activity acting on a protein, epoxide hydrolase activity), and chemokine activity. Kegg pathway analysis again reflected phagocytosis and digestion of engulfed material (for example, lysosome, phagosome, endocytosis), several innate immune receptors (for example, NOD-like receptor signaling pathway, Toll-like receptor signaling pathway, RIG-I-like receptor signaling pathway), and cytokine signaling (Cytokine-cytokine receptor interaction). In addition, Kegg analysis reveals enrichment in MAPK signaling pathway and Metabolic pathways.

### Identification of candidate regeneration-associated transcripts in *mpeg1*:GFP+ cells

One goal of our transcriptome analysis was to reveal transcriptional programs in microglia/macrophages that may be key to successful retinal regeneration. Since we were unable to sort GFP+ cells from undamaged (including saline injected) retinas due to the inability to collect sufficient numbers of GFP+ cells from the cell sorter^38^, we qualitatively compared our list of transcripts enriched in GFP+ retinal cells (by at least log2FC > 2) during regeneration to transcripts identified by Oosterhof *et al*. to be enriched in steady-state zebrafish brain microglia (also by at least log2FC > 2) using the same *mpeg1*:GFP transgenic zebrafish and GFP−based sorting strategy^12^. This comparison was used to generate a collection of candidate genes with putatively enriched expression by microglia/macrophages in a regenerative environment. We used Ensembl IDs as a proxy to determine GFP+ enriched transcripts (with log2FC > 2) in both this study and that reported by Oosterhof *et al*., only found to be enriched in *mpeg1*:GFP+ cells obtained from undamaged brains (“steady-state brain microglia”^12^), or only found to be enriched in *mpeg1*:GFP+ obtained from regenerating retinas (this study).

We found that 562 of our identified transcripts meeting this cut-off criteria were shared with steady-state brain microglia (Fig. 5A and Supplementary File S4), and Gene Ontology analysis placed the majority of these shared transcripts into categories representing known immune cell functions in pathogen response and phagocytic machinery (not shown) representative of core, signature genes associated with microglia and macrophages. These shared transcripts include several genes previously described in microglia (e.g. *slc7a7*, *p2ry12*, *irf8*^62,63,78^), as well as classes of genes such as granulins (e.g. *grna*, *grn1*), complement components (e.g. *c1qa*, *c1qb*, *c1qc*), cytokines (e.g. *il1b*, *tnfb*), and members of the TNF superfamily (e.g. *tnfsf12*, *tnfaip8l2b*, *tradd*). In addition, several novel transcripts identified by Oosterhof *et al*. in zebrafish brain microglia^12^ were also common with our list of transcripts enriched in microglia/macrophages during retinal regeneration (e.g. *tmem104*, *rgs18*, *slc43a3b*, *plaua*).

**Figure 5:**
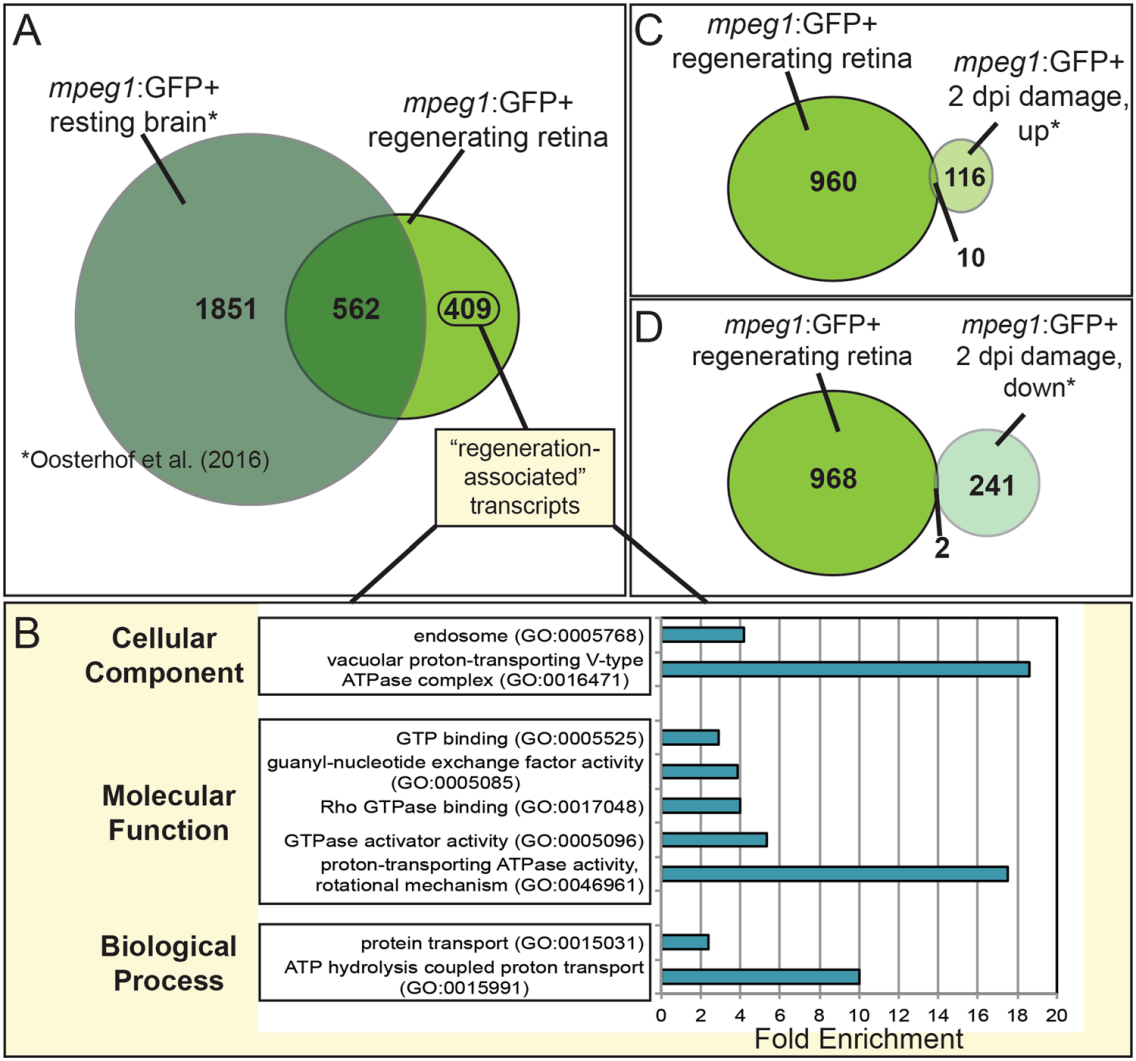
Identification of unique transcripts expressed by *mpeg1*:GFP+ cells during retinal regeneration. (**A**) The list of transcripts found to be enriched in *mpeg1*:GFP+ cells (log2FC > 2) during retinal regeneration (*mpeg1*:GFP+ regenerating retina, this study) was compared to that published to be enriched in *mpeg1*:GFP+ cells (log2FC > 2) obtained from steady-state (*mpeg1*:GFP+ resting brain, Oosterhof *et al*.^12^). “Regeneration-associated” transcripts (409 transcripts) are those found to be enriched in this study (with log2FC > 2), but not in *mpeg1*:GFP+ cells in steady-state brain (with log2FC > 2). (**B**) GO analysis of the 409 “regeneration-associated” transcripts shows enrichment of indicated categories in Cellular Component, Molecular Function, and Biological Process. P < 0.01 for all categories shown. (**C**) The list of transcripts found to be enriched in *mpeg1*:GFP+ cells in this study (again with log2FC > 2) was also compared to transcripts found to be upregulated or downregulated in *mpeg1*:GFP+ cells isolated from acutely damaged (with log2FC > 2, 2 dpi damage, up or down, (**C**,**D**) zebrafish brain (Oosterhof *et al*.^12^). Venn diagrams show the number of transcripts unique or shared between the two studies. Collectively, these comparisons indicate that microglia/macrophages adopt a unique transcriptional program in the context of retinal regeneration. dpi = days post injury.

In terms of transcripts found to be enriched with (cut-off of log2FC > 2) in microglia/macrophages in steady state^12^ versus those found to be enriched in regenerative contexts (this study), our comparison revealed 1851 transcripts unique to *mpeg1*:GFP+ cells in the resting brain and 409 transcripts unique to *mpeg1*:GFP+ cells in regenerating retinas (Fig. 1A and Supplementary File S4, the latter now referred to as “regeneration-associated” transcripts), consistent with a significant shift in the transcriptional program of *mpeg1* expressing cells in the context of active neuronal regeneration. The reduced number of “regeneration-associated” transcripts compared to those from steady state brain could indicate a transcriptional program that is dedicated, at least transiently, to specialized functions in this unique biological context. In support of this idea, transcripts corresponding to toll-like receptor (*tlr*) genes, which comprise a core set of genes involved in detection and initiation of immune response to microbes^79^, showed differential presence in steady-state *mpeg1*-expressing cells (17 *tlr* transcripts) compared to regeneration-associated transcripts (no *tlr* transcripts), with only one *tlr* transcript common between the two states (*tlr1*, Supplementary File S4). This could indicate a shift in dedication of microglia/macrophage function away from immune surveillance and towards other function(s) more appropriate for and dedicated to retinal regeneration at this timepoint. Interestingly, in contrast, upregulation of *tlr* gene expression is characteristic of microglia (and other glia) in several human neurodegenerative diseases^9^.

To suggest alternative functions of microglia/macrophages during retinal regeneration compared to those in “steady-state” tissue, we performed GO analysis on the list of “regeneration-associated” transcripts, which revealed overrepresentation of categories including ATP hydrolysis coupled transport and protein transport (Biological Process, Molecular Funciton), categories related to GTPase activity and reglation (Molecular Function) and vacuolar V-type ATPase complex and endosome (Cellular Component) (Fig. 5B and Supplementary File S5). Together, these categories indicate that microglia/macrophages may be engaged in functions dedicated to active intracellular vesicle transport/fusion (perhaps both endocytic and exocytic) and vacuolar acidification of membrane bound compartments within the cell during retinal regeneration. Collectively, this suggests a phagocytic and/or exocytic function of microglia/macrophages during retinal regeneration. It is possible that neuronal debris from the initial insult remain at this timepoint; however, the 7dpi sampling time is several days later than the peak of neuronal cell death seen at ~1 dpi^18,31^, and axon outgrowth from regenerating ganglion cells is detectable by 7 dpi^18^. Therefore, such a function may instead be involved with maintaining proper tissue conditions and integrity, and/or possibly release of secreted factors, although putative targets of phagocytosis and identity of such secreted factors remains an open-ended question.

Further comparisons of our list of GFP+ enriched transcripts during retinal regeneration to transcripts found by Oosterhof *et al*. to be upregulated, or downregulated, in *mpeg1*:GFP+ cells upon acute brain damage (again with log2FC > 2) revealed only 10, or 2, shared transcripts, respectively (Fig. 5C,D and Supplementary File S6). This suggests that *mpeg1* expressing cells present during active retinal regeneration possess a transcriptome that is substantially different than that of *mpeg1*+ cells responding to acute neuronal damage. This also further supports that the list of candidate “regeneration-associated” transcripts identified from the comparison to steady-state brain *mpeg1*:GFP+ cells (discussed above) represents a transcriptional program expressed by microglia/macrophages in a regenerative tissue state.

## Discussion

Our analysis of regenerating retinal tissue following a tissue disrupting ouabain induced lesion (sparing photoreceptors) reveals that the inner nuclear layer of regenerating retinas contains *mpeg1*-expressing GFP+ immune cells, indicating that these cells identify as microglia/macrophages. These *mpeg1*+ cells appear ameboid in morphologies that often conform to the network of reactive Müller glia. Rather than showing regular distribution throughout retinal tissue, *mpeg1*+ cells are irregularly dispersed and mainly localize to basal regions of regenerating retinal tissues, possibly excluded from regions of MG-derived neuronal progenitor proliferation that occurs when MG-derived progenitors migrate apically towards the outer nuclear layer^19,52,80^. This distribution indicates that localization of *mpeg1*+ cells within regenerating retinal tissue could be spatially regulated. From our analysis of cells expressing PCNA in regenerating retinal tissue at 7 dpi ouabain lesion, most of the PCNA signal can be attributed to reactive MG and MG-derived progenitors, indicating that most cell proliferation at this timepoint is to ultimately regenerate retinal neurons that were destroyed by the lesion. Based on PCNA staining alone, we cannot exclude that at least some *mpeg1*+ cells are also proliferative, since PCNA signal was occasionally associated with both L-plastin and GS. Differentially expressed genes (based on our cut-off criteria) did not show enrichment in GO categories associated with cell division for *mpeg1*+ cells; however, the GFP− population contains proliferative MG and progenitors, therefore differential gene expression analysis would not reveal such transcripts.

In regenerating retinas, the density of immune cells is reduced with distance from the optic nerve head. The reason for this spatial distribution remains unknown. Interestingly, a recent report documented repopulation of homeostatic microglia in a mouse model system revealing a pattern of microglial repopulation that started in central retina and then spread peripherally^81^. However, any repopulation of zebrafish microglia has yet to be demonstrated. In addition, several genes found to be enriched in our study, but not in steady-state microglia^12^ (Fig. 5), may represent orthologues to mammalian genes that may be involved in monocyte to macrophage differentiation (*mafbb*^82,83^, *runx3*^84–86^, *bhlhe40*^87^, *bhlhe41*^87,88^) or macrophage chemoattraction (*cd4-1*, *il16*^89–91^), suggesting that retinas collected at the timepoint in this study may contain other macrophage populations. We are unable to distinguish between CNS microglia and other macrophages based on current markers in zebrafish, so other experimental approaches will need to be employed to determine if either of these are the case.

In addition, the dense network of immune cells at the optic nerve head could represent locations of microglia/macrophage function, such as phagocytosis of debris. Although markers of cell death are only minimally detected at 7 dpi following inner retinal ouabain-induced lesion^18^, cellular and/or tissue debris may remain. By 7 dpi, ganglion cell-associated gene expression has mostly recovered^21^ and ganglion cell markers indicate axon outgrowth occurs by this timepoint^18^. Microglia/macrophages could be involved in functions related to ganglion cell axon regeneration and re-connection to the onh, which are likely required to restore functional vision. However, the time at which axons reach the optic nerve head has not been determined and has been documented only at 21 dpi^21^. Further, microglia have been shown to prune ganglion cell axons during development in mice^2^, and microglia/macrophages are activated within the vicinity of damage following injury to ganglion cell axons in other systems^92–94^, although their functions in this context remain unclear^95^. Further work towards understanding microglial function during regeneration will in turn accelerate progress toward applying regenerative strategies to repair damaged or diseased human retina, including reestablishment of ganglion cell axons^96–98^.

To our knowledge, this is the first work to use RNA sequencing to probe the transcriptome of microglia/macrophages isolated from CNS tissue engaged in a regenerative state. We provide here a list of hundreds of genes enriched in *mpeg1*-expressing cells obtained from highly pure cell populations at a key timepoint during active retinal regeneration in zebrafish. We provide strong evidence that this list of transcripts indeed represents the indicated populations in the desired context, although the *mpeg1*+ may be composed of heterogeneous macrophage cell types (e.g. microglia along with macrophages originating from other sources and/or in distinct phenotypic states). Overall, this dataset provides a novel and exciting resource to the scientific community that will facilitate discovery of microglia/macrophage-specific factors that are crucial to the identity and specification of these immune cell populations (thus potentially leading to identification of better microglia and/or macrophage specific markers) and importantly, identification of factors that function during retinal (and possibly more globally, CNS) regeneration. This dataset will also help to advance our understanding of microglia and macrophage populations in a variety of model organisms.

Our dataset of *mpeg1*:GFP+ enriched transcripts likely represents genes that specify/identify microglia/macrophage cell lineage and may also include genes that have functional roles during regeneration. Therefore, it is important to identify which of these transcripts are specific to the context of retinal regeneration. Due to the inability to sort sufficient numbers of GFP+ cells from control (undamaged or saline injected) retinas with the number of pooled retinas used in this study^38^, we compared our dataset to Oosterhof *et al*. (brain microglia^12^, discussed in Results above). Using this strategy, we identified several hundred genes that may be enriched in microglia/macrophages during active regeneration. It is also worth restating that this list was generated using a cut-off of log2FC > 2, therefore the list of candidate “regeneration associated” transcripts likely includes transcripts that are not expressed in microglia in steady-state as well as those that are putatively upregulated in microglia/macrophages in a regenerative context. Although differences in sequencing methods, the identity of the GFP− population, and analysis methods are a caveat of such a comparison across studies, the high number of genes found to be unique to our study, and changes in categories of genes such as those coding for toll-like receptors and v-ATPase subunits, indicates that the transcriptome of *mpeg1*+ cells in a regenerative tissue environment is significantly different than that of steady-state microglia, and of microglia/macrophages responding to acute neuronal damage. Therefore, this set of “regeneration-associated” transcripts is likely to yield a wealth of opportunity for probing individual candidate genes, and/or cellular pathways, for microglia and/or macrophage-specific functions during retinal (and CNS) regeneration.

Indeed, GO analysis suggests that *mpeg1* expressing cells in contexts of active retinal regeneration have specific functions that may involve vacuolar ATPase-coupled transport related to phagocytosis of extracellular substrates. In support of this, live imaging of microglial phagocytosis during zebrafish brain development indicates that v-type ATPases are involved with intracellular vesicle fusion after engulfment of apoptotic neurons^11^ and a recent report indicates that microglia sense and ingest stressed neurons^99^. Although it remains to be determined, this dedicated function could be required to clean up cellular corpses and/or debris that arise during Müller glia-mediated neuronal regeneration, thus maintaining a tissue microenvironment that is supportive of regeneration. However, levels of cell death at 7 dpi are minimal compared to the initial lesion^18^.

It is worth noting that the extent to which zebrafish brain and retinal microglia in any state are transcriptionally similar or different is not known. Therefore, some of these “regeneration-associated” genes could represent differences between these two types of CNS resident microglia (which would provide a starting point for such a comparison), in addition to regeneration-specific transcriptional programs. Thus, any “regeneration associated” candidate genes will need to be carefully analyzed in control conditions in any follow-up studies while also noting that the presence of transcript does not always equate protein expression. It is also worth noting that the nature of differential gene expression analysis may not reveal any transcripts that are equally or non-differentially expressed in both GFP+ and GFP− populations.

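Of the 13379 transcripts compared between GFP+ and GFP− libraries, 12089 had an FDR of 0.1 or more in edgeR's quasi-likelihood test. Of these, 5443 were counted in all 8 libraries, and together they held 74.9% of all counts. They include the transcript with the most reads, which took between 17.1% and 36.7% of the counts of a library. The 74.9% thus rests in part on that transcript. The estimated log2 fold change lay between -1 and 1 for 3259 of those 5443 transcripts. Equal expression was not tested, and with the spread between replicate libraries an FDR of 0.1 or more does not show that a transcript was equally expressed.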

Our list of “regeneration-associated” transcripts may also provide a resource to probe similarities and differences between fish and mammalian microglia responding to neuronal degeneration or in contexts of gliosis. This could ultimately assist us in identifying key similarities and differences in immune cell-mediated factors that may impact the outcome of CNS/retinal regeneration. Such analysis will require careful interpretation of orthology between species as such comparisons may indicate orthologous genes based on protein family similarities that may or may not represent precisely shared functions, and the naming/numbering system in fish does not align with that used in mammals. For example, several chemokines and chemokine receptors were enriched in zebrafish *mpeg1*:GFP+ cells in both the Oosterhof *et al*.^12^ and our study. Chemokines and chemokine receptors are included in rapidly evolving gene clusters and have undergone additional diversification in zebrafish^100,101^. The use of tools to look for orthologues of these chemokine genes in mammals may not provide findings that are simple to interpret, since these chemokines/chemokine receptors may or may not represent well-characterized, and similarly numbered, chemokine genes in mouse or human.

This work has increased our knowledge of the gene expression profile of zebrafish *mpeg1*+ retinal cells isolated from tissue engaged in regeneration. Since Müller glia, Müller glia-derived progenitors and neurons, and microglia/macrophages appear to be the major, and possibly only, cell types present in tissue regions undergoing regeneration following retinal damage, it is essential to understand the contributions of microglia and macrophages to this process. The associated microglia/macrophage specific transcriptome presented here provides insight to a wealth of candidate genes and cellular pathways towards understanding such contributions and to allow comparative work in other model organisms. This foundational information will allow us to begin work to identify the function of microglia/macrophages during successful retinal/CNS regeneration.

## Methods

### Animals

Procedures using zebrafish were performed in compliance with protocols approved by the University of Idaho Animal Care and Use Committee (IACUC). Zebrafish (*Danio rerio*) were maintained on a 14:10 light:dark cycle in 28.5 °C recirculating, monitored system water, housed and propagated according to^102^. The transgenic zebrafish line *mpeg1:GFP* (*gl22 Tg*, GFP expressed in microglia/macrophages^13,49^) used in these experiments was obtained from the Zebrafish International Resource Center (ZIRC). Fish used in these experiments were of both sexes, age 10–12 months.

### Retinal Lesion

Chemical lesioning of zebrafish retinas was performed by intravitreal injection of ouabain (estimated final concentration of 2 µM) in order to destroy inner retinal neurons and spare photoreceptors and Müller glia as reported in^18,21,31,48^. Briefly, a working stock of 40 µM ouabain (ouabain octahydrate, Sigma-Aldrich) was prepared in 0.65% sterile saline (NaCl) solution. Fish were anesthetized by immersion in tricaine solution and an incision was made across the cornea using a sapphire blade. A Hamilton syringe was inserted into the incision, guided behind the lens, and 0.4–0.6 µL of 40 µM ouabain solution was injected into the vitreal chamber. Volume injected was based on diameter of the eye (measured with calipers) and upon calculations based on geometry and volumes of the eye and lens, resulting in an estimated final intraocular concentration of 2 µM^18,103^. Lesions were unilateral; only the right eye was injected. During the procedure, fish were continuously flushed with tricaine solution. Immediately following the procedure, fish were returned to tanks with fresh system water. The right eyes of a separate group of fish were injected with 0.65% sterile saline (NaCl) solution, to serve as controls (same solution was used for saline injections and for preparation of ouabain solution for injection).

For the RNA sequencing experiment, 32 fish were injected in the right eye and upon tissue collection, eight retinas were pooled per sample to create four biological replicates for FACS sorting^38^. To obtain RNA for qRT-PCR confirmation of selected transcripts, 15 fish were injected in the right eye and upon tissue collection, five retinas were pooled/sample to create three biological replicates for FACS sorting. For collection of bulk RNA and tissue processing for retinal cryosections, five control (saline injected) and five ouabain injected fish were used for subsequent analyses.

### Tissue Collection and Processing for Retinal Cryosections

To prepare retinal cryosections, whole eyes were enucleated using fine forceps, transferred to PBS, and the lenses were removed. Eyes were then fixed in phosphate-buffered, 4% paraformaldehyde containing 5% sucrose for 1 hr at room temperature, washed in phosphate-buffered (pH = 7.4) 5% sucrose, and then washed in a graded series ending in 20% sucrose. The following day, tissues were embedded in blocks of a 1:2 solution of OCT embedding medium (Sakura Finetek) and phosphate-buffered, 20% sucrose, and frozen in isobutane, supercooled with liquid N_2_. After freezing solid, tissues were sectioned at 5 micron thickness using a Leica CM3050 cryostat. After overnight desiccation, tissue sections on glass slides were stored at −20 °C until use.

### Immunofluorescence

To stain retinal cryosections, tissue sections (5 micron thickness) were blocked in 20% goat serum for 30 minutes at room temperature, incubated in primary antibody overnight, washed in PBST for at least 30 minutes, incubated in secondary antibody for 1 hour, and washed in PBST for at least 30 minutes. Slides were then mounted in Vectashield + DAPI (Vector Labs), covered with a coverslip, and sealed with clear nail polish. Primary antibodies and dilutions used: rabbit polyclonal anti-zebrafish L-plastin^50,51^ (1:10,000, a kind gift of Dr. Michael Redd), rat anti-PCNA (16D10, 1:200, Chromotek), mouse anti-Glutamine Synthetase (1:1000, BD Transduction Laboratories). Secondary antibodies conjugated to Cy3 or Alexa-Fluor647 (Jackson ImmunoResearch) were used at 1:200 dilution.

### Microscopy and Image Acquisition

Imaging of fluorescently stained retinal sections was performed with a Nikon Andor spinning disk confocal microscope equipped with a Zyla sCMOS camera running Nikon Elements software. Imaging was performed using a 40X (oil immersion) objective. For stitched images of entire retinal cryosections, images were acquired at 40X magnification using the large stitched images feature in Nikon Elements software and stitched based on DAPI signal. Image processing and analysis was performed using FIJI (ImageJ). To quantify pixel intensity of L-plastin+ signal, a continuous line was drawn, with width covering retinal layers, originating at the optic nerve head (onh) and extending to the peripheral retinal tissue. The “plot profile” feature was used to create a plot of pixel intensity (corresponding to L-plastin+ signal) as a function of distance along the line, originating from the onh.

### FACS Sorting of GFP+ and GFP− Populations From Regenerating Retinas

The protocol used for retinal tissue dissociation at 7 days-post ouabain injection (dpi) and subsequent FACS cell sorting was described in detail in Sun *et al*.^38^. Briefly, following dark adaption followed by retinal tissue dissociation, GFP+ and GFP− populations were isolated by FACS using a SONY Cell Sorter SH800 at Washington State University. The gating strategy for FACS was based on the GFP signal intensity of *mpeg1*+ cells (GFP+ cells), as well as the scatter characteristics (forward scatter, FSC; and side scatter, SSC) of the target cells, and the same gating was used for all biological replicates. A 488 nm laser with 525/50 photomultiplier tube (PMT) was used by the cell sorter to illuminate GFP+ cells for GFP−based sorting.

### RNA Isolation, 3′mRNA-seq Library Synthesis, and RNA Sequencing

RNA was extracted from sorted GFP+ and GFP− populations using NucleoSpin® RNA XS kit (Machery-Nagel) following the manufacturer’s protocol. RNA samples were quantified and quality-checked on a Fragment Analyzer Automated CE System (Advanced Analytical) at the IBEST Genomics Resources Core, University of Idaho. RNA yields (~14 ng/sample for GFP+ and ~29 ng/sample for GFP− populations) and Fragment Analyzer results are reported in^38^. Libraries for sequencing were prepared using the Lexogen QuantSeq. 3′mRNA-Seq Library Prep Kit FWD using 16 cycles of PCR as per manufacturer instructions. The following steps were then performed prior to sequencing: (1) additional (non-method specified) bead cleanup (1:1 Magbio), (2) five additional cycles of PCR with KAPA library amplification kit (ABI), (3) additional (non-method specified) bead cleanup (1:1 Mabgio), (4) Fragment Analyzer QA, (5) pool equimolar amounts, (6) additional (non-method specified) bead cleanup (2 × 1:1 Mabgio), (7) Fragment Analzyer (QA), (8) five additional cycles PCR with KAPA library amplification kit (ABI). The QuantSeq. 3′-mRNA sequencing method is described in^104^.

Reads were sequenced at the University of Oregon on a SE75 run using an Illumina HiSeq. 4000. Reads were demultiplexed by University of Oregon. 

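The library with the lowest depth was GFP− replicate 3, with estimated counts of 7316619 on transcripts, while the other 3 GFP− libraries had 27620469, 22042955 and 27727554. In GFP− replicate 3, the transcript with the most reads, of 1212 bases, took 36.7% of the counts (95% Wilson interval from 36.6% to 36.7%, counting error only). The same transcript also took the most reads over all libraries together, with 22.6% ± 4.91 (SD, n = 4) of the counts in GFP+ and 28.0% ± 6.88 (SD, n = 4) in GFP− libraries, which did not differ beyond the spread between libraries (exact permutation test, two-sided, p = 0.257). GFP− replicate 3 had 14516 transcripts with a rounded count above 0, and the other GFP− libraries had 18268, 16974 and 18750. When those were thinned to its total, they kept 17060, 16024 and 17637 transcripts. Leaving out any pool lowered the number of transcripts past the thresholds of the edgeR fit. Without pool 3, 50 transcripts were enriched in GFP+ cells and 15 in GFP− cells, against 17 and 5 without pool 1, 14 and 1 without pool 2, and 64 and 8 without pool 4.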

Approximately 27–41 million reads were obtained per sample library, with the exception of one library, which nevertheless provides depth suitable for downstream analysis towards expression profiling^105,106^, and therefore was included in the analysis to increase statistical power. Reads were quantified using Salmon v0.9.1 using the quasi-mapping-based mode, and using “–noLengthCorrection” setting^107^ against the Ensembl release-90 *Danio rerio* transcriptome (GRCz10). Mapping rates were approximately 61–69% for all samples. Sample reads and mapping rate are summarized in Supplemental Table S1.

### Differential Gene Expression Analysis

Analysis was carried out using methods derived from^108^. Briefly, data was imported into R (R Core Team (2017), https://www.R-project.org/) using tximport^108^. Differential expression analysis was then carried out using DESeq2^109^, and moderated log2FC is reported to normalize for lowly expressed transcripts. 

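DESeq2 was also run on the rounded counts of all 28689 transcripts with any count, with and without moderation. Moderated log2 fold changes lay between -11.25 and 12.65, and those without moderation between -27.51 and 25.46. For the 12460 transcripts with a mean normalized count below 30, the median size of the log2 fold change was 3.82 with moderation and 4.88 without. For the 1618 transcripts with a mean of 1000 or more, it was 0.94 and 0.97. At an FDR below 0.01 from DESeq2's Wald test (Benjamini-Hochberg) and a log2 fold change beyond 2 in either direction, the estimates without moderation gave 621 transcripts enriched in GFP+ and 1309 enriched in GFP− cells.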

Gene clustering ananlysis was performed using the WGCNA strategy and package^110^, and the resulting analysis is summarized in Supplementary File S1.

### Gene Ontology and KEGG Pathway Analysis

GO analysis was performed to identify over-represented GO terms for genes found to be enriched in GFP+ compared GFP− cells with criteria of log2FC> 0 and p < 0.1 using GOstats^111^. KEGG analysis was performed to identify over-represented KEGG pathways for genes found to be enriched in GFP+ versus GFP− cells using the kegga function within the Limma package^112^. Enriched categories shown are based on a cut off of p < 0.01. GO analysis of transcripts relevant to comparisons to Oosterhof *et al*.^12^ was performed using the Gene Ontology Consortium GO Enrichment Analysis Tool (www.geneontology.org).

### Quantitative PCR (qPCR)

cDNA samples intended for quantitative PCR (qPCR) follow-up of RNA-seq hits, quality of purified RNA was analyzed using a Nanodrop spectrophotometer. cDNA was synthesized using Superscript® III First-Strand Synthesis kit (Invitrogen) using random hexamer primers. qPCR was performed using SYBR-Green PCR Master Mix with amplification run on a model 7900HT Fast Real-Time PCR System (Applied Biosystems, Inc.). Three technical replicates were performed for each biological replicate, and template cDNA was diluted 1:20 prior to addition to the qPCR reaction. Where appropriate, relative quantitation of gene expression between sorted *mpeg1*:GFP+ and GFP− samples was determined using the 2^−ΔΔCt^ method with *18 s* ribosomal gene as the endogenous reference gene. In cases where average Ct was found to be >34 for the samples analyzed, we consider this amplification to be unreliable because Cts in the range of 34–40 indicate transcript quantities that approach single copy level in the sample well, and the qPCR instrument manufacturer recommends against their use in analysis such as ΔΔCt. In several instances, Ct values were returned as “undetermined” by the qPCR instrument (indicating a Ct was not obtained from the sample well by cycle 40) for either the GFP+ or GFP− population. Primer sequences are shown in Table 5.

## Supplementary information

Supplementary File S1

Supplementary File S2

Supplementary File S3

Supplementary File S4

Supplementary File S5

Supplementary File S6

## Data Availability

The RNAseq dataset generated and analyzed in the current study are available in the GEO repository (Accession GSE120467). The other datasets generated and analyzed during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

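The data were 8 QuantSeq 3′ mRNA libraries of GFP+ and GFP− cells sorted from 4 pools of 8 retinas of *mpeg1*:GFP zebrafish, 7 days after injection of ouabain at 2 µM. Population and pool number were taken from the labels of the libraries, which the paper's description of 4 biological replicates matches. The pairing of GFP+ and GFP− libraries comes from the pool numbers in those labels.

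The authors quantified the reads with Salmon in quasi-mapping mode, without length correction, against the Ensembl transcripts of GRCz10, and deposited expected counts (estimated counts, which need not be whole numbers) for 52122 transcripts per library. The deposited TPM values differ from the estimated counts scaled to CPM by at most 1.69e-06, since every transcript has the same effective length of 100, and they were used only for that check. The deposited transcript lengths were used to test for a length difference. Nothing in the deposited files removes PCR copies, and they hold no molecular identifiers.

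The estimated counts were rounded to whole numbers. The gene-level tests planned before the data were examined could not be made, because no table here pairs the transcript identifiers with genes, so the same tests were run per transcript as planned for that case. For the same reason, the genes that the paper names, its marker genes, its toll-like receptor and V-type ATPase genes and its lists of shared and regeneration-associated genes were not analysed here in the sequencing data. The paper's lists were compared only with one another, with the paper's own values. The *egfp* sequence was not analysed here.

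The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, edgeR's filter on low counts and the paper's thresholds, an FDR below 0.01 and a log2 fold change beyond 2. No block for the pool was fitted, since the paper's text names DESeq2 but no design formula. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Normalized counts are TMM-normalized counts scaled to the mean library size. The text names the 2 transcripts in each direction with the smallest FDR among those past the thresholds and changed the same way in all 4 pools. The planned rule took more in each direction, and it was shortened because the identifiers are not paired with genes. Alternatives set before the data were examined were DESeq2's size factors, no filter on low counts, DESeq2 1.42.0 with and without moderation, the pool as a replicate block, a test against a log2 fold change of 2, an FDR below 0.1 with any fold change, and each pool left out in turn. Chosen after seeing the data were edgeR's bias-adjusted deviance, its robust dispersions, both together, the transcript with the most reads left out, and only the 4677 tested transcripts with whole counts in all libraries.

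Principal components and distances used log2 CPM with a prior count of 2. Comparisons of single values between the populations used exact permutation tests, whose smallest two-sided p is 0.0286 with 4 libraries against 4 and, within the 4 pools, 0.125. Thinning drew each library's rounded counts at random down to 7316619, the smallest total, and took the mean over 10 draws. Numbers of detected transcripts are from rounded counts, with and without thinning. With estimated counts below 0.5, which round to 0, also taken as detected, the libraries before thinning had 15163 ± 597 (SD, n = 4) detected transcripts in GFP+ and 17652 ± 1899 (SD, n = 4) in GFP− cells.

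The tests were tested on simulated data: 13379 transcripts with the means, library sizes and spread of the real libraries, of which 200 were changed by a log2 fold change of 4 or 7. With a low spread, edgeR and DESeq2 each recovered 200 of the 200 with 0 false calls. With the spread of the real libraries, edgeR recovered 80 with 0 false calls, and DESeq2 with moderation recovered 127 with 77 false calls among its 204. At an unadjusted p below 0.05, edgeR called 3.40% and DESeq2 7.94% of the unchanged transcripts in that simulation.

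Library totals ranged from 7316619 to 27727554 estimated counts, and 3 counts, taken as the smallest amount that can be shown, correspond to between 0.108 and 0.410 CPM. Intervals for a share of counts are 95% Wilson intervals and cover counting error only.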

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

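The tests of GFP− replicate 3 on the thinned scores and on distances were chosen after the other tests of that library had been seen, and the test of GFP+ transcripts in GFP− replicate 4 after the values of the named transcripts had been seen. For each of 20 sets of 4 libraries, the gap between the most extreme library and its neighbour was divided by the range of the set, and 2 sets passed Dixon's 95% critical value, where chance gives about 1.

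On the second principal component, GFP− replicate 3 lay at -233.9 and the other GFP− libraries between 62.9 and 81.4, a gap of 0.941 of the range. This library also had the lowest total. Depth did not account for its number of detected transcripts in the way a shallow library would predict, since the other GFP− libraries thinned to its total kept at least 16024 transcripts against its 14516, both from rounded counts. With all libraries thinned to the smallest total, its score stood apart as before, with a gap of 0.929 of the range. The second component and the third held nearly equal shares of variance, 13.9% and 13.7%, so the axes could turn between them, but its mean distance to the other GFP− libraries, which does not depend on the axes, also stood apart (397.6 against 343.0, 349.8 and 343.8, a gap of 0.876 of the range). With the transcript that took 36.7% of its counts left out, the gap on the second component fell to 0.797, below the critical value, but the library then lay at 219.1 on the third component, with the other GFP− libraries between -73.9 and -58.3, and the gap of the mean distance was 0.881 of the range. The fall on the second component thus came with a turn of the axes, and that transcript does not account for the pattern. The libraries' own quality, such as RNA input or amplification, was not tested, and no biological explanation was tested, since the 4 pools had the same treatment.

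On the first principal component, GFP− replicate 4 lay at -138.8 and the other GFP− libraries between -184.7 and -177.5, a gap of 0.843 of the range, on the side of the GFP+ libraries. After thinning to the smallest total it still lay nearest to the GFP+ libraries (-111.8 against -151.4 to -143.6), and the gap of 0.803 was just below the critical value. Depth alone does not account for the pattern, since GFP− replicate 1, with nearly the same total (27620469 against 27727554), lay with the other GFP− libraries. RNA or cells of the GFP+ population in this library may also contribute. Of the 64 transcripts enriched in GFP+ cells when pool 4 was left out of the test, 63 also passed the filter on low counts over all libraries, and 44 of these (69.8%) were higher in GFP− replicate 4 than in each of the other GFP− libraries. The same procedure gave 23.5% for replicate 1, 28.6% for replicate 2 and 36.0% for replicate 3, over 17, 14 and 50 transcripts. The first component separates the populations, so a library that lies toward GFP+ would tend to show higher GFP+ transcripts whatever the cause. These shares thus partly restate the position of GFP− replicate 4 and are not independent evidence. That RNA or cells of the GFP+ population were in this library remains a hypothesis, and no biological explanation was tested.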

How the results depend on the processing

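The number of transcripts past the thresholds depended strongly on the processing. The direction of the 4 named transcripts did not, but they were chosen for the smallest FDR and the same direction in all 4 pools. Their stability thus follows largely from that choice and says little about the other transcripts. With edgeR's quasi-likelihood test, 125 transcripts were enriched in GFP+ cells and 76 in GFP− cells, 201 in all. The numbers stayed within 1.5 times of these with DESeq2's size factors (122, 76 and 198), with the pool as a replicate block (155, 79 and 234), with robust dispersions (163, 94 and 257) and without the transcript that took the most reads (141, 73 and 214).

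They moved further, in the order GFP+, GFP− and both, without the filter on low counts (461, 389 and 850), with DESeq2 moderated (597, 1301 and 1898) and unmoderated (621, 1309 and 1930), with a test against a log2 fold change of 2 (45, 21 and 66), and at an FDR below 0.1 with any fold change (622, 668 and 1290). Among the alternatives chosen after seeing the data, edgeR's bias-adjusted deviance gave 427, 330 and 757, the same with robust dispersions gave 470, 363 and 833, and only transcripts with whole counts in all libraries, a smaller set, gave 89 (within 1.5 times), 41 and 130. Across the 4 fits that each left out one pool, the numbers ranged from 14 to 64 in GFP+ cells, from 1 to 15 in GFP− cells and from 15 to 72 in both. Of the 1898 transcripts called by DESeq2 with moderation, 903 lay outside the filter on low counts, so part of that shift came from transcripts that edgeR did not test, and the other 995 (390 and 605) still exceeded edgeR's number. The cause of the rest of that shift, and of the other shifts, was not tested. In the simulation with the spread of the real libraries, edgeR missed most of the 200 changed transcripts and made 0 false calls, while 77 of DESeq2's 204 calls were false. With that spread, neither number of calls is exact at 4 libraries per population. The simulation changed only 200 transcripts, all with a mean above 100 counts, and drew counts from a model. Its rates thus cannot be carried over to the real calls. With a low spread, edgeR and DESeq2 each recovered all 200 with 0 false calls.

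The first principal component held 34.5% of the variance. It held 33.5% with a prior count of 0.5, 61.3% over the 500 most variable transcripts, 37.4% with rlog values, and from 38.2% to 41.1% across the 4 computations that each left out one pool. The cause was not tested.

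For the 4 named transcripts, 50 of 53 values under the alternatives kept their direction and their side of the thresholds, 3 were weaker and 0 were reversed. The 3 were transcripts enriched in GFP− cells with one pool left out.

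Not run, because transcripts are not paired with genes here, were the alternatives for the paper's lists, the toll-like receptor, V-type ATPase and cell-cycle genes, the odds ratio of V-type ATPase genes, the raw counts of marker genes and the count of genes with at least one passing transcript. Low depth limits GFP− replicate 3, in which 3 counts are 0.410 CPM.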

Differences from the paper's values

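The paper's numbers count genes, and the numbers here count transcripts, since the files do not pair transcripts with genes.

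The paper reports 970 genes enriched in GFP+ cells, and edgeR's quasi-likelihood test here called 125 transcripts. None of the alternatives set before the data were examined came within 1.5 times of 970. The nearest were an FDR below 0.1 with any fold change (622), DESeq2 without moderation (621) and DESeq2 with moderation (597), the test that the paper's methods name.

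The paper reports 1809 genes enriched in GFP− cells, against 76 transcripts here, and 2779 differentially expressed genes in all, against 201 transcripts. Of the alternatives set before the data were examined, DESeq2 with moderation (1301 and 1898) and DESeq2 without moderation (1309 and 1930) came within 1.5 times of the paper's numbers, and the others did not. Of the alternatives chosen after seeing the values, none came within 1.5 times of any of these numbers.

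The paper's lowest number of reads obtained, apart from its exception of one library, is 27, in units of 1000000 reads, and the lowest total here among the 7 larger libraries is 17.5 in the same units. The paper's value counts reads obtained, and the value here counts reads assigned to transcripts, so they measure different steps.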

Other observations

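The tests of the zero counts, of the V-type ATPase genes and of the toll-like receptor genes were chosen after the values had been seen. So was the fit without the transcript with the most reads. The other tests were written down before their results.

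Many transcripts had no count in one library and many counts in another library of the same population. In GFP+ libraries, 7390 of the 15086 transcripts with at least 100 counts in some library (49.0%) had a count of 0 in another, and in GFP− libraries 7420 of 16715 (44.4%). Sampling of reads does not account for this, since Poisson counts at these depths would give about 1.31e-13 such transcripts in GFP+ libraries. The division of reads among similar transcripts was examined through transcripts with whole counts in all libraries. A count of 0 is itself whole, so transcripts with zeros enter this set more easily. A higher share of zeros there thus cannot decide the question at lower means. The values show only that zeros were also common in transcripts with whole counts. Among transcripts with a GFP+ mean above 100 and up to 300 counts, 21.7% of the values were 0 where counts were whole in all libraries, against 18.8% over all, and with a mean above 30 and up to 100 counts the shares were 49.0% and 43.3%. With a mean above 300 and up to 1000 counts it went the other way, with 2.20% against 3.92% in GFP+ and 2.23% against 3.78% in GFP− libraries, so the division of reads may contribute to the zeros there. Zeros followed the pool of fish little, with an odds ratio 1.14 times as high between libraries of the same pool as between libraries of different pools. A candidate explanation is that few RNA molecules of a transcript were captured and each was amplified to many reads. Under it, the variance between libraries would grow in proportion to the mean, and the slope of log variance on log mean was 1.25 in GFP+ and 1.36 in GFP− libraries, nearer to 1 than to the 2 of proportional differences. A constant number of reads per molecule would also give a constant ratio of variance to mean, and this ratio rose with the mean. Its median was 145.0, 215.7 and 326.4 in GFP+ libraries and 107.0, 152.7 and 388.3 in GFP− libraries, at means above 30 and up to 100, above 100 and up to 300, and above 1000 and up to 3000 counts. That part of the hypothesis was thus not met. The files hold no molecular identifiers with which to count molecules, so this remains a hypothesis.

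The number of transcripts past the thresholds was compared with that of other splits of the libraries. Of the 8 splits that part the libraries of all 4 pools, 1, the split by GFP, gave as many as 201 transcripts, and the other 7 gave 0, with between 62 and 329 transcripts at an unadjusted p below 0.05 against 2226 for the split by GFP. With 8 splits the share cannot fall below 0.05, so the design cannot exclude a coincidence in this comparison. The other 27 of the 35 splits, which keep both libraries of at least 1 pool together, also gave 0, with between 78 and 487 at an unadjusted p below 0.05. DESeq2 without moderation, over the 13379 transcripts tested, called 1302 transcripts for the split by GFP and between 16 and 59 for the other 7. Transcripts enriched in GFP+ cells were shorter than those enriched in GFP− cells, with median lengths of 1863 and 2618 bases against 2627 over all tested. As large a difference arose in a share of 0.0287 of 10000 random pairs of sets, but each call compares the same transcript between libraries, so this difference describes the sets and was not shown to produce the calls. Leaving out the transcript with the most reads gave 214 transcripts in place of 201, so its large share of the reads does not explain the number.

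GFP− libraries had more transcripts with any count than GFP+ libraries after thinning to equal totals, with a difference in means of 3168 transcripts, so depth does not explain the difference in that measure. With at least 10 counts required, thinned libraries of different pools overlapped between the populations, while within each of the 4 pools the GFP− library had more, by 1803.5 to 3502.1 transcripts. A wider mix of cell types among GFP− cells may contribute, but so may the amount of RNA that entered each library. The paper's methods give a lower RNA yield per sample for GFP+ than for GFP− cells, the same direction as this difference. The effect of RNA amount was not tested, and the pattern cannot be told apart from it.

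A transcript of 1212 bases took between 17.1% and 36.7% of the counts of each of the 8 libraries, and the 10 transcripts with the most reads in a library together took between 28.6% and 44.3%. The paper's text does not mention this share.

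In the paper's supplementary lists, 9 of the 408 regeneration-associated genes and 2 of the 561 genes shared with steady-state brain microglia are V-type ATPase subunit genes by name. The odds ratio between these lists was 6.29 (95% interval from 1.29 to 60.2, Fisher's exact test, two-sided, p = 0.0109, 0.0218 after Benjamini-Hochberg adjustment over 4 tests). The paper's own category analysis of the regeneration-associated list had singled out this family, so the test cannot show an excess independent of that choice. The paper's list of genes enriched in GFP− cells also holds 2 genes of this family, and its 1850 brain-only genes hold 2. The brain-only genes were not part of this test, unlike in the tests of toll-like receptor genes. For toll-like receptor genes, the paper's lists hold 17 among 1850 brain-only genes, 1 among the 561 shared and 0 among the 408 regeneration-associated genes. The share among brain-only genes did not differ beyond chance from that among regeneration-associated genes (Fisher's exact test, two-sided, p = 0.0554, 0.0738 after adjustment), the contrast that the paper draws, nor from that among shared genes (Fisher's exact test, two-sided, p = 0.0924, the same after adjustment). The paper had singled out this family from these lists as well, so neither test can decide. In the paper's table, the regeneration-associated genes had a median log2 fold change of 3.95 and the shared genes of 5.08, a difference of 1.13 (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give, 4e-05 after adjustment). The regeneration-associated genes may thus include more genes near the threshold of the comparison than the shared genes do.

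The paper's supplementary lists hold 969 and 1808 genes enriched in GFP+ and GFP− cells, 561 shared, 1850 brain-only and 408 regeneration-associated genes. Each number in the paper's text is higher by 1, and it is not known whether the lists as read here lack a row. The tests above on these lists used them as read here. The shared and regeneration-associated genes of the lists add up to the 969 genes enriched in GFP+ cells.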
